# Dosage-sensitive miRNAs trigger modulation of gene expression during genomic imbalance in maize

**DOI:** 10.1038/s41467-022-30704-x

**Published:** 2022-05-31

**Authors:** Xiaowen Shi, Hua Yang, Chen Chen, Jie Hou, Tieming Ji, Jianlin Cheng, James A. Birchler

**Keywords:** Gene expression, Plant genetics, Agricultural genetics

## Abstract

The genomic imbalance caused by varying the dosage of individual chromosomes or chromosomal segments (aneuploidy) has more detrimental effects than altering the dosage of complete chromosome sets (ploidy). Previous analysis of maize (*Zea mays*) aneuploids revealed global modulation of gene expression both on the varied chromosome (*cis*) and the remainder of the genome (*trans*). However, little is known regarding the role of microRNAs (miRNAs) under genomic imbalance. Here, we report the impact of aneuploidy and polyploidy on the expression of miRNAs. In general, *cis* miRNAs in aneuploids present a predominant gene-dosage effect, whereas *trans* miRNAs trend toward the inverse level, although other types of responses including dosage compensation, increased effect, and decreased effect also occur. By contrast, polyploids show less differential miRNA expression than aneuploids. Significant correlations between expression levels of miRNAs and their targets are identified in aneuploids, indicating the regulatory role of miRNAs on gene expression triggered by genomic imbalance.

## Abstract (web summary)

The role of miRNAs in genome imbalance is unclear. Here, the authors show that *cis* miRNAs in aneuploids present a predominant gene-dosage effect, whereas *trans* miRNAs trend toward the inverse level by examining global miRNA modulation in haploid and diploid aneuploids with the varied dosage of multiple chromosomal segments in maize.

## Introduction

The concept of genome imbalance has been known for nearly a century in that changing the dosage of individual chromosomes or chromosomal segments (aneuploidy) has more phenotypic defects than changing the dosage of the whole set of chromosomes (ploidy)^1–5^. This phenomenon was presumed to be caused by a dosage effect related to varied gene copy numbers^6–11^. Early studies illustrated that altering the dosage of a gene would result in varied expression of the gene product in different ways. For example, the amount of gene product could be a directly proportional reflection of the varied gene dosage, a phenomenon referred to as a gene-dosage effect^6,7,12^. In addition, dosage compensation refers to the scenario that the amount of gene product in aneuploids could be equivalent to that in the control despite changes in gene dosage^8–10^. Furthermore, an inverse correlation between the chromosomal dosage and the amount of gene product located elsewhere in the genome was observed while examining the modulation of gene expression from the unvaried portion of the genome, known as the inverse dosage effect. In other cases, positive correlations were also found but to a lesser degree^8,10,11,13^.

The molecular functions of the genes that are responsible for these dosage effects were identified, including transcription factors (TFs), components of signal transduction, and chromatin proteins, which are typically members of macromolecular complexes and multicomponent DNA-binding complexes^11,14–21^. A gene balance hypothesis (GBH) was proposed based on these findings. It states that changing the stoichiometry of members of multisubunit complexes will affect their mode of assembly, kinetics, and function of the whole, thus resulting in negative fitness consequences^22–25^. If these multisubunit complexes are composed of TFs or components of signal transduction cascades that affect targets (e.g., other TFs), varying a portion of the genome would be predicted to influence the global gene expression^14^. Indeed, such effects have been found in large-scale biology studies in many organisms such as *Drosophila*, *Arabidopsis*, human, and maize (*Zea mays*), and in reanalysis of yeast and mouse data^26–36^. A greater spread of modulation was observed in the aneuploids than in the ploidy series in studies of global gene expression modulations using mRNA-sequencing (mRNA-seq) in *Arabidopsis* and maize^30,32,34,35^, which matches the phenotypic observation of aneuploids versus the whole-genome ploidy series^2^. These findings further support the GBH that when there is a partial rather than a whole-genomic variation, the stoichiometry of certain subunits relative to the others would be altered, which consequently affects the function of the whole complex. Further, in both *Arabidopsis* and maize, gene expression on the varied chromosome ranged from dosage compensation to a gene-dosage effect, whereas that from the remainder of the genome ranged from no effect to an inverse effect with positive modulations found to a lesser degree^30,32,34,35^. Recent studies of a dosage series of the human sex chromosomes demonstrate global gene modulations of a subset of genes, which were predominantly inverse effects^31,33^. Analyses on global gene expression of autosomal and sex chromosome trisomy in *Drosophila* show that most genes on the varied chromosome present dosage compensation, while the remainder of the genome exhibits widespread inverse dosage effects^28,29,36^.

The GBH is further supported by evolutionary genomic studies. Components of macromolecular interactions including TFs and signal transduction genes are preferentially retained as duplicates for a longer period of evolutionary time after whole-genome duplication (WGD)^21,37–46^. The loss of a member of a duplicated pair can be expected to have profound deleterious effects on the fitness of plants and thus would be selected against^22,42^. Interestingly, over 1/3 of ancestral microRNA (miRNA) positions were retained at both homoeologous sites following WGD in grass species including rice, sorghum, maize, and *Brachypodium*^47,48^. The proportion of retained miRNA sites was greater than that for protein-coding genes in maize, or close to that for TFs in rice^47,48^. Grass miRNAs were found to preferentially target genes involved in regulatory and metabolic pathways^47,48^. Further, most retained miRNA families were associated with retained target genes in all four grass species^48^. Considering that most retained genes are TFs and signal transduction genes^21,37–46^, this phenomenon suggests that miRNAs are involved with complex regulatory networks. Thus, mutations in miRNAs were postulated to have a detrimental effect on plant growth and development, consistent with the observation of biased retention of regulatory genes. Therefore, miRNAs in grass species are important regulators in transcription/translation that are dosage-sensitive and possibly function similarly to TFs under genomic imbalance.

miRNAs are a class of 20- to 24-nt endogenous small non-coding RNAs that control gene expression through translational inhibition and mRNA target cleavage^49^. Primary miRNA (pri-miRNA) transcripts are transcribed by RNA polymerase II from the *MIR* gene, subsequently excised from stem-loop structures by Dicer-like 1 (DCL1), 2’-*O*-methylated by Hua-Enhancer 1 (HEN1) to produce mature miRNA, exported to the cytoplasm by the Hasty (HST) protein, and then loaded into the Argonaute (AGO) component of an RNA-induced silencing complex (RISC)^49^. Recent studies demonstrated that miRNAs can be exported to the cytoplasm after assembly into RISC by CRM1/EXPORTIN1 (EXPO1), while HST also regulates pri-miRNA transcription and processing^50,51^. miRNAs play critical regulatory roles in various biological processes in plants, including growth, development, cell fate, and stress responses^52–56^. A great deal of interest has been placed on the dosage effect of miRNAs in mammals due to their importance in human diseases. Changes in global miRNA abundance were found in multiple human cancers^57,58^. Subtle alteration of miRNA dosage had profound consequences for the development and maintenance of the heart in mice^59^. A recent study reported that dysregulation of global miRNA dosage control affected lipid metabolic pathways and interfered with embryonic development by disrupting germ layer specification in mammalian cells^60^. In a study of vertebrates, miRNA genes were retained from the WGDs but not from tandem events illustrating stoichiometric constraints^61^. These results imply the importance of precise dosage control of mammalian miRNAs.

Despite all the advances in the study of the dosage effect of miRNAs in mammals, little is known about the impact of dysregulated miRNA dosage in plants. miRNA pathways in plants and animals might have undergone parallel evolution and are different in miRNA biogenesis and mode of action^62–64^. Therefore, it is possible that the dosage effect of plant miRNAs is different. It is also unclear how the variation of the partial genome or whole-genome doses affects miRNA expression on a global scale and on a per miRNA basis. To address these questions, small RNA sequencing (sRNA-seq) is performed on the maize mature leaf tissue in this work of a collection of 20 maize B–A translocation lines created by translocations between the normal chromosomes and the B chromosome^65–68^ containing various copies of chromosomal segments covering 82.1% of the maize W22 genome, in concert with a whole-genome ploidy series of haploid, diploid, triploid, and tetraploid lines. Further, interactions between miRNAs and their predicted gene targets are examined because small RNAs (sRNAs) in this study are co-extracted with mRNAs in the recent comprehensive studies of global gene modulation in maize aneuploids and polyploids^34,35^. The results provide insight into the impact of genomic imbalance on miRNA expression and the role of miRNAs in the unbalanced regulatory network.

## Results

### Aneuploidy causes changes in miRNA expression both in *cis* and in *trans*

A collection of 20 maize B–A translocation lines containing various copies of chromosomal segments was screened and verified by fluorescence in situ hybridization (FISH) as described in previous studies^34,35^. 

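A B–A translocation joins the distal part of a normal (A) chromosome arm to the centromere of a supernumerary B chromosome, which often fails to disjoin in pollen, so that related plants carry different numbers of copies of that part. Small RNAs of 45-day leaves were sequenced, and the authors deposited, for 64 MIRNA loci in 322 libraries, the number of reads that ShortStack placed on each locus of the W22 genome and the same number scaled to the mapped reads of the library (RPM). Of these loci, 34 carry the name of a known miRNA in Supplementary Data 2 and 30 do not; the latter are named by their cluster number. The libraries include 56 monosomic, 63 trisomic and 15 tetrasomic plants (those of Dp4, a duplication around the centromere of chromosome 4, among them), 71 haploid plants with an extra copy of a segment, 56 diploid control plants and 31 haploid control plants. Most groups hold 4 plants, and several lines share a control group. The counts of a library over all loci had a median of 79189 (20129 to 170172) in monosomies, 69617 (16198 to 174721) in trisomies, 52722 (7139 to 150137) in tetrasomies, 104144 (29616 to 246556) in disomies, 81423.5 (16004 to 163898) in diploid controls and 90950 (39688 to 153179) in haploid controls. The mapped reads to which RPM refers, obtained as counts over RPM, were 339141 to 3892830 per library, and a median of 4.70% of them lay on the 64 loci. MIR166f (Cluster_182185) and MIR166g (Cluster_3815) together took a median of 95.6% of the counts of a library (85.3% to 97.7%). Counts were compared between each aneuploid group and its own control by edgeR's quasi-likelihood test with TMM normalization, over the loci with a mean RPM of at least 0.5 in the groups compared, and a locus with a Benjamini-Hochberg adjusted p (FDR) under 0.05 was taken as differentially expressed. A log2 fold change is relative to the scale that TMM sets, which differs from a ratio of RPM values wherever the share of mapped reads on the loci changes. In the 1L disomy, for example, the median ratio of the loci outside 1L was 1.59 from RPM and 1.08 after TMM scaling. The scale did not always follow the bulk of the loci. The median trans ratio after TMM scaling ranged from 0.769 (5S tetrasomy against diploids) to 1.39 (10L monosomy). Identical mature sequences are shared by 17 of the loci (7 sequences), whose reads the mapping could have split between copies. Values of such loci are uncertain for that reason. A locus of unique sequence has no identical copy among the loci, but can have one that is nearly so. In 5 groups a pair of plants, 4Lb24 and 4Lb37, 5SCS5 and 5SCS11, 5SCS24 and 5SCS25, 6SA22 and 6SA24, and 9Sd23 and 9Sd24, differed by no more than the sampling noise allows (chi-square tests over loci) and were counted as 1 sample.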

We analyzed 15 diploid aneuploids with 1–3 copies for 1S (the short arm of chromosome 1), 1L (long arm of chromosome 1), 3S, 3L, 4S, 4L, 5L, 6L, 7L, 8L, 9S, and 9L, 2–4 copies for 6S and 1–4 copies for 5S and 10L (10L18), and 17 haploid aneuploids with 1-2 copies for 1S, 1L, 2S, 2S_deletion (which contains a deleted part compared to 2S), 3S, 3L, 4S, 4L, 5S, 5L, 6L, 7S, 7L, 8L, 9S, 9L, and 10L (10L19). The breakpoint of TB-10L18 is very close to that of TB-10L19, which are only 0.5 Mb apart^34,35^. These lines are called distal aneuploids as their segmental aneuploidy does not include the respective centromeres. In addition, trisomies and tetrasomies with breakpoints spanning the centromere of chromosome 4, named Proximal Duplication 4 (Dp4)^69^ as interstitial segmental aneuploids, produced by overlapping reciprocal B–A translocations, were examined. 

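For Dp4, the libraries of 4 diploid, 3 trisomic and 2 tetrasomic plants entered the comparisons. A further plant, 4Dp21C6 (73935 counts on the loci), is trisomic by its label and tetrasomic in Supplementary Data 1, and was left out of both groups. The ploidy series of haploid, triploid and tetraploid plants comprised 21 libraries with 31459 to 80843 counts on the MIRNA loci (median 47960). Haploids (4 plants) and tetraploids (4 plants) each had 4 diploid controls of their own, whereas 2 triploids were set against 3 diploids of their own background. RPM is relative to the mapped reads of a library, so that a change in the amount of small RNA per cell with ploidy does not enter the values. With 2 triploid plants, leaving out either of them leaves no replicate.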

Further, a collection of polyploids including haploids, triploids, tetraploids, and their corresponding diploid controls were also assayed. The grouping information and read mapping statistics of these plants are listed in Supplementary Data 1. Monosomies, trisomies, tetrasomies, and their corresponding diploid controls in each aneuploid were referred to as 1D, 3D, 4D, and 2D, respectively, whereas disomies and their haploid controls were named h2D and h1D. In addition, haploids, triploids, and tetraploids and their diploid controls in the ploidy series were named 1X, 3X, 4X, and 2X.

45-day-leaf tissue of the above-mentioned materials was used to examine the effect of aneuploidy and polyploidy on miRNA expression through sRNA-seq. In addition, analysis of W22 diploid plants with one B chromosome (1B) relative to plants without any B chromosome (0B) was used as a control to rule out the effect of the B chromosome on miRNA expression, as some aneuploids contain part or the equivalent of a whole B chromosome or more, whereas their diploid or haploid controls do not have any B chromosome. 

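The B chromosome series had 4 plants with 1 B chromosome and 4 without, and 27426 to 53894 counts per library on the MIRNA loci (median 46129.5). Plants EB37 and EB40 of the 1B group differed by no more than the sampling noise allows (chi-square test over loci, p = 0.176) and were counted as 1 sample, which leaves 3 samples with a B chromosome. In the 1B/0B comparison, 43 loci passed the limit on mean RPM and were tested.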

Reads of all samples were treated and mapped to the W22 reference genome by ShortStack as described in “Methods”^70–73^. Reads per million mapped reads (RPM) normalization was performed and differential gene expression analysis was conducted by Empirical Analysis of Digital Gene Expression Data in R (edgeR)^74,75^. The similarity of miRNA expression levels among biological replicates was determined by principal components analysis (PCA) using normalized read counts (Supplementary Figs. 1 and 2). 

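A principal components analysis of log2(RPM + 1) over the 64 loci put 15.8% of the variance on PC1 and 12.8% on PC2. Over the 79 groups of at least 3 plants, the largest distance of a plant from the mean of its group on either component was 1.76 SDs, in the group of 6 plants. In the 64 groups of 4 plants it was 1.50 SDs. The distance of a value from the mean of its own group of n values is bounded by (n − 1)/√n SDs, which is 1.5 for 4 plants, 1.79 for 5 and 2.04 for 6. A limit of 2 SDs therefore cannot be exceeded in the 78 groups of 5 or fewer plants, whatever their values.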

For all genotypes, values of principal components (PC1 and PC2) for each replicate were within two standard deviations (SDs) from the mean, indicating none of the samples should be considered an outlier. The Pearson correlation coefficient (PCC) between normalized expression levels of each pair of biological replicates was calculated, and the results showed that expression levels of all pairs are significantly correlated (*P* value < 0.05). However, the read length distribution of three sRNA libraries after structural RNAs had been removed did not show distinct peaks at 21 and 24 nt, indicating the lower quality of data (Supplementary Fig. 3). Thus, these samples (4Dp22C5, 1La20, and 1La40) were excluded from further study. 

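Over the 64 loci, the 478 pairs of replicates had Pearson correlations of log2(RPM + 1) between 0.894 and 0.994 (median 0.980), each with a p under 0.05. These are correlations across loci, which are not independent replicates. The 4994 pairs of plants from different groups of one batch had a median correlation of 0.970, with a lowest value of 0.867.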

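These 3 libraries were also low in the share of mapped reads on MIRNA loci. Plant 1La20 (diploid control of 1L, 16004 counts) had 2.36% of its mapped reads on the loci against 3.72% to 5.81% in the other 3 plants of its group. Plant 1La40 (1L trisomy, 16198 counts) had 2.41% against 4.21% to 4.47% in 3 others, and plant 4Dp22C5 (Dp4 tetrasomy, 7139 counts) had 2.11% against 4.81% to 7.09% in 2 others. All comparisons reported beside the claims leave them out.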

Lowly expressed miRNAs with a mean of normalized counts less than 0.5 in experimental and control groups are excluded from further study.

miRNAs for each aneuploid were partitioned into ones that are present on the varied chromosome (*cis*) versus ones that locate in the remainder of the genome (*trans*) according to their locations relative to breakpoints in each B–A translocation line documented in previous studies^34,35^. miRNAs that fall in the *cis* regions of each B–A translocation line are listed, with each line containing 1–7 *cis* miRNAs (Supplementary Data 2). The number of *cis* miRNAs is positively correlated with the size of the corresponding *cis* region (Pearson correlation: *P* value = 0.011, *R* = 0.55) (Supplementary Data 3).

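Of the 64 loci, 60 lie in the varied region of at least 1 line and 4 in none. The 20 regions, some of which overlap (2S with 2S_deletion, and 10L18 with 10L19), span 10.8 to 152.5 Mb and hold 1 to 7 loci each. The number of cis loci rose with the size of the region (Pearson r = 0.55, two-sided permutation p = 0.0116; Spearman rho = 0.56, permutation p = 0.0107). Without 3L and 6S, the lines farthest from the median size, r was 0.56 (permutation p = 0.0156, 18 lines).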

Normalized counts of biological replicates were averaged and ratios of individual miRNAs of each experimental condition to the control were computed (Supplementary Data 4). The medians of *trans* ratios of distal aneuploids including monosomies, trisomies, and disomies relative to their corresponding controls were plotted to illustrate the overall trend of *trans* miRNA modulation (Fig. 1a). 

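Ratios of mean RPM were computed for the trans loci with a mean RPM of at least 0.5, leaving out ratios above 6 or below 1/6. The median trans ratio of a line ranged from 0.755 (4S) to 1.35 (10L) over the 14 monosomies, from 0.512 (3S) to 1.28 (1S) over the 15 trisomies and from 0.799 (3S) to 1.59 (1L) over the 17 disomies. The SD of these medians over lines was 0.162 in 1D/2D, 0.189 in 3D/2D and 0.192 in h2D/h1D. Over 2000 simulations of unchanged groups set against the same shared controls, the mean SD was 0.0550, 0.0541 and 0.0509. Each locus was drawn on its own with its fitted dispersion. Differences between plants in the share of mapped reads on the loci, which move all ratios alike, were left out. The simulated SDs lack that part of the spread between plants. The medians of control groups of one batch set against each other gave 0.766 to 1.42 for 19 pairs of diploid groups and 0.888 to 0.962 for 3 pairs of haploid groups. The median fold by which a line's median lay from 1 was 1.13 in monosomies and 1.09 in trisomies against 1.14 in the diploid control pairs (permutation tests, p = 0.809 and p = 0.589). It was 1.09 in disomies against 1.05 in the haploid control pairs (permutation test, p = 0.633). Comparisons that share a control group entered these tests as independent.

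**Figure D1:**
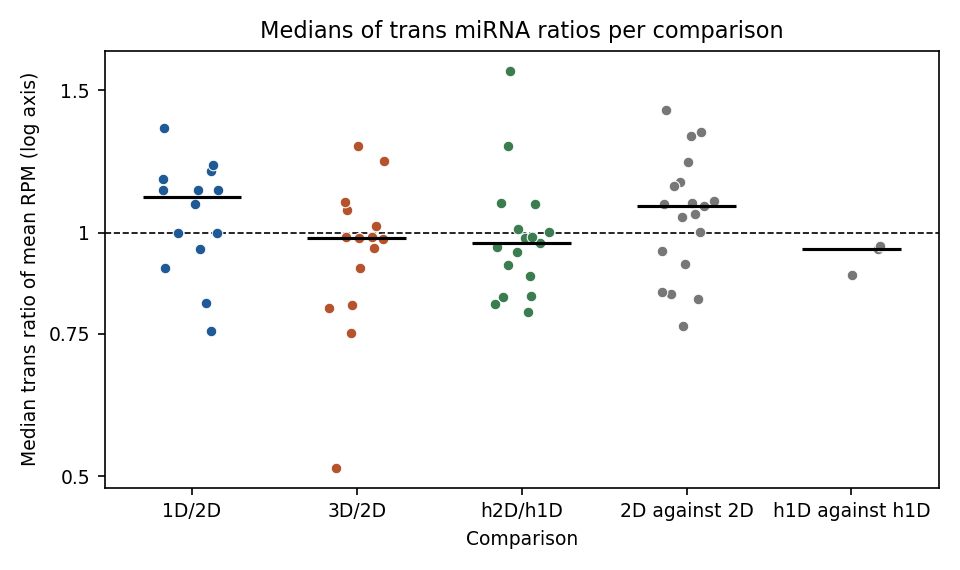
Median ratio of trans miRNAs (log axis) in each comparison, with 1 dot per line for 1D/2D, 3D/2D and h2D/h1D and 1 dot per pair of control groups of one batch for 2D against 2D and h1D against h1D; black bars mark the median of each set and the dashed line a ratio of 1. Dots lie on both sides of 1 in the aneuploids and in the diploid control pairs.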

The medians of ratios distribute over or under a ratio of 1.0, indicating trends of both up-and downregulation exist for *trans* miRNAs triggered by aneuploidy of different chromosomal regions. 

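By direction, the median trans ratio was above 1 in 8 of the 14 monosomies (exact two-sided sign test, p = 0.791), below 1 in 10 of the 15 trisomies (p = 0.302) and below 1 in 11 of the 17 disomies (p = 0.332). As many lines in that direction arose in 40.05% (monosomies), 16.95% (trisomies) and 19.15% (disomies) of the simulations of unchanged groups. The median over lines was 1.11 for 1D/2D, 0.985 for 3D/2D and 0.970 for h2D/h1D. Leaving out 1 plant moved the median across 1 in 4 monosomies, 6 trisomies and 7 disomies. TMM scaling in place of RPM gave 7 trisomies and 9 disomies with a median below 1 and 8 monosomies with a median above 1. The median of replicates gave 8 disomies below 1, and loci of unique sequence gave 13 (exact sign test, p = 0.049).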

Further, the finding that the medians of *trans* ratios of miRNAs cluster toward ratios presenting an inverse effect (2.0 for 1D/2D, 0.67 for 3D/2D, and 0.5 for h2D/h1D) suggests that the predominant effect in *trans* miRNAs is an inverse modulation.

**Fig. 1:**
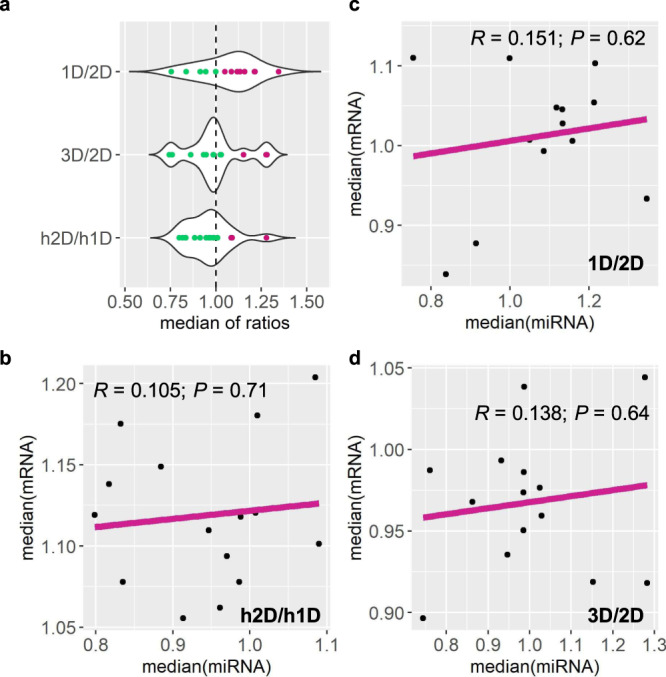
Relationship between expression of *trans* genes and *trans MIRNAs* in each distal aneuploidy comparison. Each data point represents one comparison out of all distal aneuploids assayed. Medians of *trans* miRNA ratios were computed as in Supplementary Data 5. **a** Medians of *trans* miRNA ratios. The x-axis refers to the median of *trans* miRNA ratios, while the y-axis represents the chromosomal dosage in each comparison. Data points that belong to two clusters produced by the *k*-means clustering algorithm were painted in different colors. **b**–**d** Medians of ratios of *trans* miRNAs and *trans* genes in each comparison were plotted on the x- and y-axes, respectively. Medians of *trans* gene ratios were computed in previous studies^34,35^. *R* Pearson correlation coefficient; *P* *P* value for Pearson correlation (two-sided; confidence intervals, 95%; no adjustment made for multiple comparisons). Data points with x- and y-axis values exceeding two SDs from the mean are considered outliers, and thus are excluded from the analysis. Source data are provided as a Source Data file.

Scatter plots were used to illustrate the fold change and significance of differential miRNA expression (DME)^30,34,35,76^. Results of the DME analysis of distal aneuploids show differential expression of miRNAs both on the *cis* and *trans* chromosomes compared with their diploid or haploid controls (Figs. 2–5 and Supplementary Data 4). 

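In the 14 monosomies, 39 trans miRNAs were called higher and 40 lower, a mean of 5.64 trans DEMs (differentially expressed miRNAs) per comparison and 13.5% of 584 tests of trans loci. In the 15 trisomies there were 29 trans DEMs (1.93 per comparison, 4.76% of 609 tests), in the 3 tetrasomies against diploids 9 (3 per comparison, 7.83% of 115 tests) and in the 17 disomies 115 (6.76 per comparison, 15.4% of 749 tests). Tests of control groups of one batch against each other gave 61 DEMs in 19 pairs of diploid groups (3.21 per pair, 7.24% of 843 tests) and 10 in 3 pairs of haploid groups (3.33 per pair, 7.19% of 139 tests). Of the 61, 27 came from the pair of the shared 1S, 3S and 5L control against the 6L control, and the mean over the other diploid pairs was 1.89. The 10 became 5 without haploid control plant Hh58. The mean number of trans DEMs per comparison was above that of the control pairs in monosomies and disomies and below it in trisomies. Medians were 4.5 against 1 for monosomies. One-sided permutation tests did not show an excess (p = 0.137 for monosomies, p = 0.723 for trisomies). An exact one did not for disomies (p = 0.111). Control pairs set groups of different lines or series against each other, whereas aneuploid groups have controls of their own. The monosomy test includes the pair with 27 DEMs and was not repeated without it. The disomy test has 3 pairs. Neither rules out an excess. These tests treat comparisons as independent, although several lines share a control group and control groups enter several pairs. The difference between kinds of aneuploid was not itself tested. Leaving out 10L10, 10L26, 10L32 or 10L34 in turn lowered the 9 trans DEMs of tetrasomies to 5. All dosages of a line in one fit lowered them to 4. The use of all mapped reads as library size raised the trans miRNAs called lower in trisomies from 16 to 35.

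**Figure D2:**
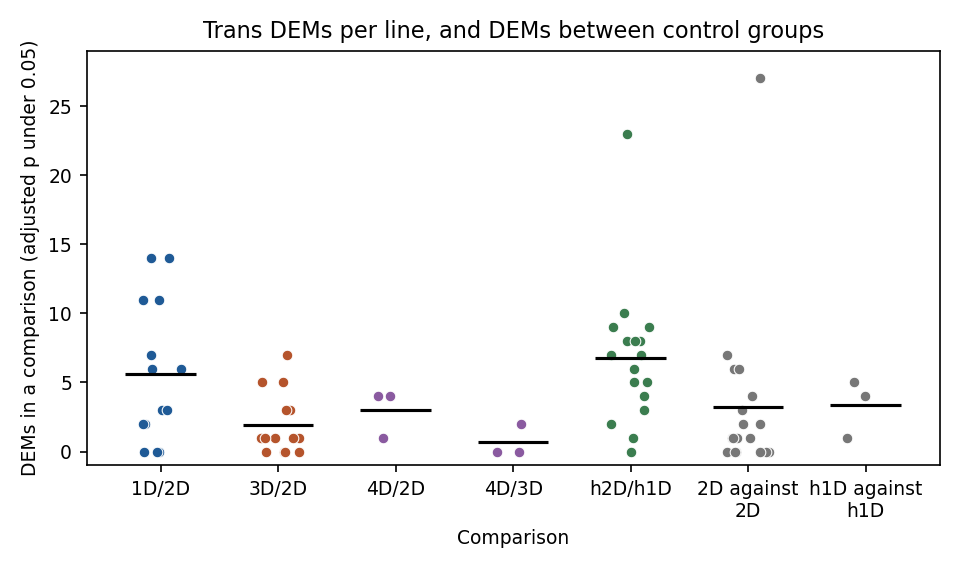
Number of trans DEMs in each line (dots) for 1D/2D, 3D/2D, 4D/2D, 4D/3D and h2D/h1D, and number of DEMs in each pair of control groups of one batch (2D against 2D and h1D against h1D); bars mark the mean. The highest diploid control pair has 27 DEMs and the highest line, the 1L disomy, has 23.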

Numbers of differentially expressed *cis* and *trans* miRNAs for each comparison (FDR < 0.05) were shown in Fig. 6a and Supplementary Data 3, with the disomies (h2D/h1D) and monosomies (1D/2D) bearing a greater number of differentially expressed miRNAs (DEMs) compared to aneuploids in other comparisons. 

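Across the 17 disomies, the number of trans DEMs rose with the size of the cis region (Pearson r = 0.59, two-sided permutation p = 0.0105, adjusted p = 0.0315 over the 3 kinds of comparison tested; Spearman rho = 0.48, permutation p = 0.0555). Without 3L and 3S, the lines farthest from the median size, r was 0.70 (permutation p = 0.00248). Without 1L, the line with the most trans DEMs, r was 0.45 (permutation p = 0.0789; rho = 0.40, p = 0.124), and without each other line in turn it was 0.54 to 0.73. These fits without single lines were chosen after the result was seen. Of the sequencing pools, 1 held enough lines to repeat the test within it, 6 lines with r = 0.85 (permutation p = 0.115). Across the 14 monosomies r was 0.11 (permutation p = 0.716; rho = 0.10, p = 0.738), and across the 15 trisomies it was −0.05 (permutation p = 0.865; rho = 0.03, p = 0.917), each with an adjusted p of 0.865. Leaving out the lines farthest from the median size gave 0.11 and −0.09. Within 1 pool, too few monosomies or trisomies were sequenced for the same test.

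**Figure D3:**
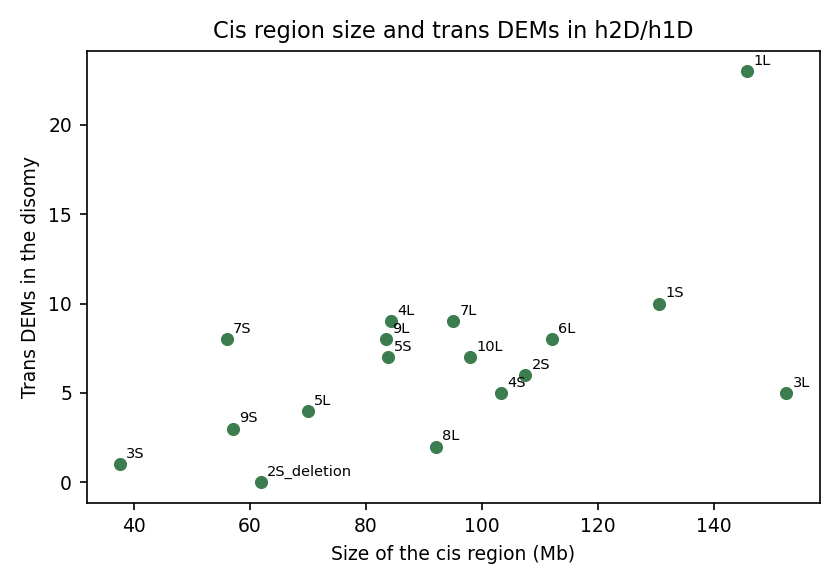
Number of trans DEMs in h2D/h1D against the size of the cis region in Mb, with 1 labelled dot per disomic line. The 1L disomy has the most trans DEMs, 23.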

There is a significant positive correlation between the number of *trans* DEMs in each B–A translocation line and the corresponding size of the *cis* region for disomies relative to haploid controls (h2D/h1D) (Pearson correlation, *R* = 0.528; *P* value = 0.029), whereas no correlation is observed for comparisons involving diploid aneuploids (Supplementary Fig. 4). Overall, more *cis* DEMs are upregulated in trisomies and tetrasomies relative to diploids, and disomies relative to haploids, whereas more *cis* DEMs are downregulated in monosomies relative to diploids (Supplementary Data 3). The result indicates most *cis* DEMs show a direct dosage effect under the condition of distal aneuploidy.

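Among cis loci, 8 of 31 tests gave a DEM in monosomies, all lower. Of 36 tests in trisomies 2 gave a higher and 2 a lower level, of 8 in tetrasomies against diploids 1 gave a higher level, and of 42 in disomies 12 gave a higher and 3 a lower level. Over all tested cis loci whether called or not, the median log2 fold change was −0.41 in 1D/2D (31 locus-line pairs, 22 of them below 0; two-sided permutation of which line is matched to which cis region, p = 0.00077), 0.24 in 3D/2D (36 pairs, 23 above 0, p = 0.00951) and 0.62 in h2D/h1D (42 pairs, 32 above 0, p = 1e-05, the smallest that the permutations can give). A change in proportion to dosage would give −1, 0.585 and 1. With loci that lay at or under 3 counts per library in 1 group set to their bound, the medians were −0.39, 0.20 and 0.35. The medians of trans loci were 0.06, −0.06 and −0.02. Loci with a mature sequence of their own had cis medians of −0.58 (p = 0.00232, permutation), 0.38 (p = 0.00368) and 0.77 (p = 3e-05), and loci sharing theirs −0.29, 0.11 and 0.45. With a limit of 1 RPM the trisomic median was 0.17 and its permutation p 0.0809. The 3 cis loci called lower in disomies were MIR166g in 1S, MIR399e in 2S and MIR171g in 7S. From the directions of the cis DEMs, the paper concludes that most of them follow the gene dosage.

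**Figure D4:**
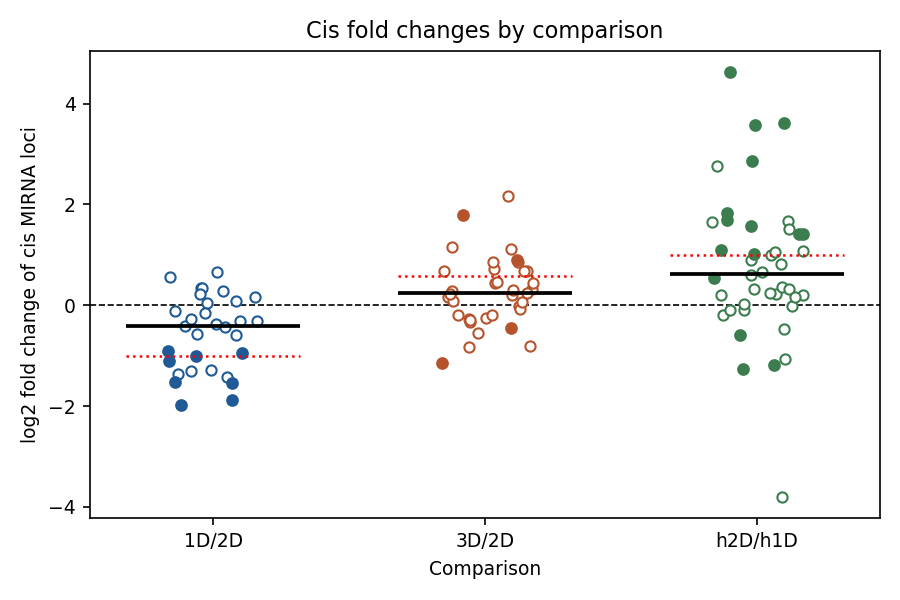
Log2 fold change of each cis locus in each line, with filled dots for an FDR under 0.05; black lines mark the medians, red dotted lines a change in proportion to dosage (−1, 0.585 and 1) and the dashed line 0. The medians of −0.41, 0.24 and 0.62 lie between 0 and the red lines.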

**Fig. 2:**
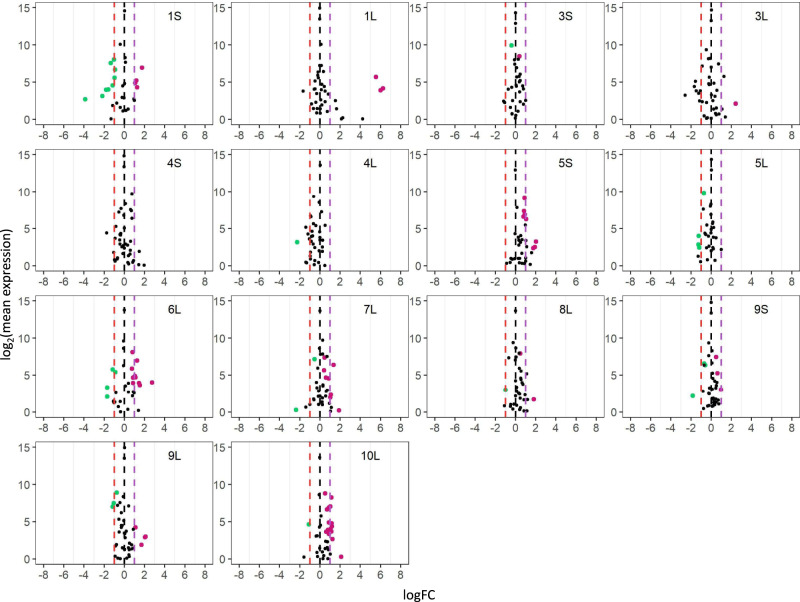
Scatter plots of *trans MIRNA* expression in each monosomy compared with diploids (1D/2D). The x-axis represents the log fold change with base 2 of each experimental genotype to the control, whereas the y-axis notes the log_2_ value of the mean of normalized counts of each experimental genotype and the control. Data points with an FDR < 0.05 and a corresponding logFC > 0 were depicted in magenta, while points with an FDR < 0.05 and a corresponding logFC < 0 were depicted in green. Otherwise, they were painted in black. A fold change (FC) of 1.0 (logFC of 0) represents no change. An FC of 2.0 represents the inverse ratio of *MIRNA* expression in *trans*, whereas 0.5 represents a positive modulation. These FC values are demarcated with labeled vertical lines in red (0.5), black (0), and purple (2.0). Source data are provided in Supplementary Data 4.

**Fig. 3:**
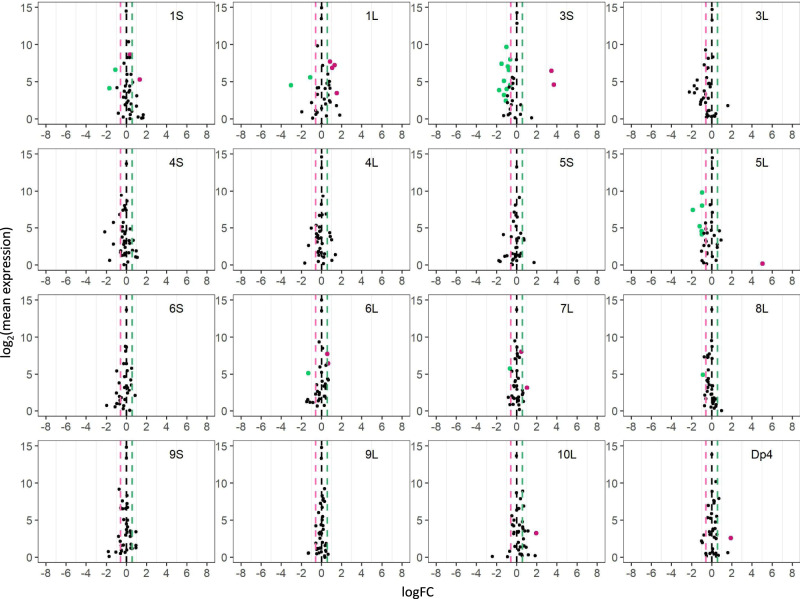
Scatter plots of *trans MIRNA* expression in each trisomy compared with diploids (3D/2D). Analysis was conducted as described in Fig. 2. An FC of 0.67 represents the inverse ratio of *MIRNA* expression in *trans*, whereas 1.5 represents a positive modulation. These FC values are demarcated with labeled vertical lines in pink (0.67), black (0), and green (1.5). Source data are provided in Supplementary Data 4.

**Fig. 4:**
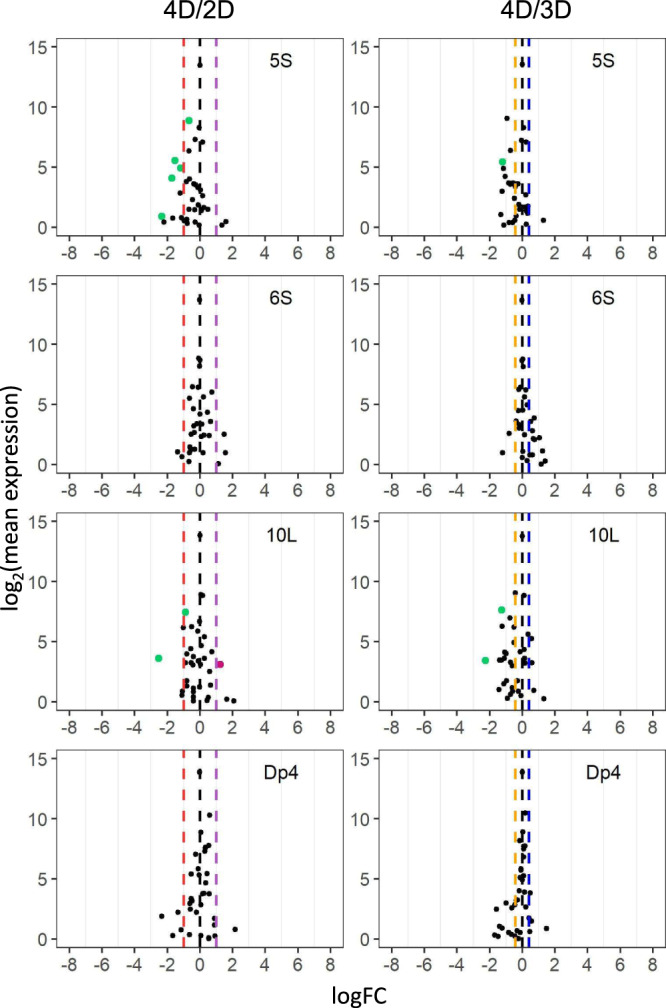
Scatter plots of *trans MIRNA* expression in each tetrasomy compared with diploids (4D/2D) or trisomies (4D/3D). Analysis was conducted as described in Fig. 2. FCs of 0.5 (4D/2D) and 0.75 (4D/3D) represent the inverse ratio of *MIRNA* expression in *trans*, whereas 2.0 (4D/2D) and 1.33 (4D/3D) represent a positive modulation. These FC values are demarcated with labeled vertical lines in red (0.5), orange (0.75), black (0), blue (1.33), and purple (2.0). Source data are provided in Supplementary Data 4.

**Fig. 5:**
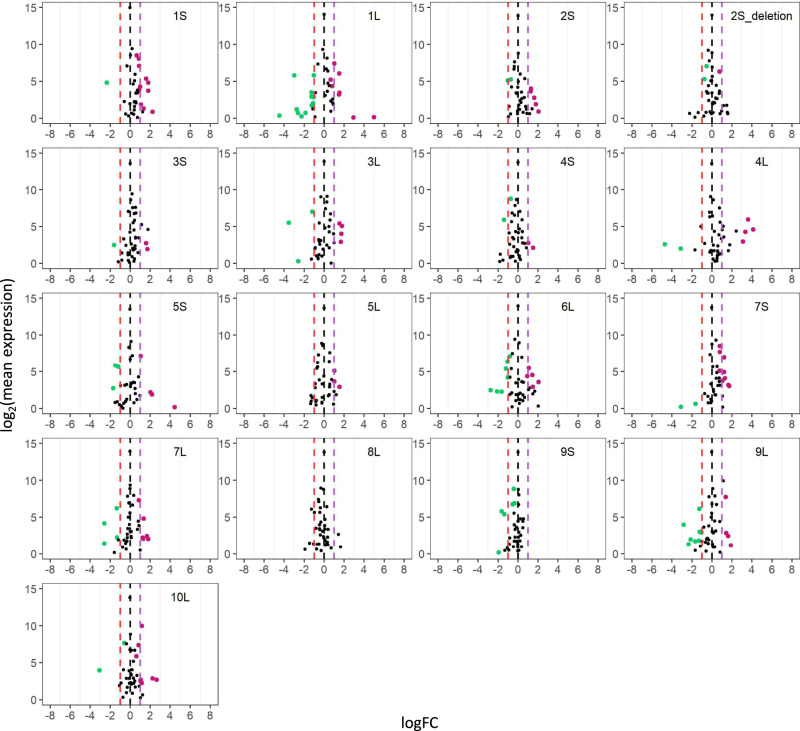
Scatter plots of *trans MIRNA* expression in each disomy compared with haploids (h2D/h1D). Analysis was conducted as described in Fig. 2. An FC of 0.5 represents the inverse ratio of *MIRNA* expression in *trans*, whereas 2.0 represents a positive modulation. These FC values are demarcated with labeled vertical lines in red (0.5), black (0), and purple (2.0). Source data are provided in Supplementary Data 4.

**Fig. 6:**
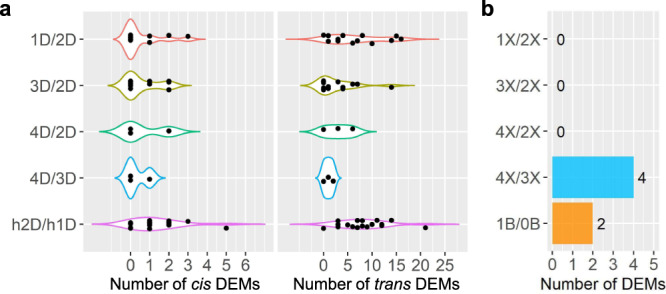
The number of DEMs in each comparison. DEMs were computed by significance (FDR or adjusted *P* value < 0.05), as in each scatter plot in Figs. 2–5, 7. **a** Number of *cis* (left panel) and *trans* (right panel) DEMs in each distal aneuploid compared with the control. Each data point represents the number of DEMs (x-axis) in each comparison (y-axis) as shown in Supplementary Data 3. **b** Number of DEMs in the ploidy series and B chromosome series compared with the control. Source data are provided in Supplementary Data 3.

Monosomies, trisomies, tetrasomies, and disomies act differently in *trans* to some degree in response to changed chromosomal dosage. Scatter plots of DME in comparing monosomies to diploids (1D/2D) show a greater fraction of upregulated *trans* DEMs in most comparisons including 1L, 3S, 3L, 5S, 6L, 7L, 8L, 9L, and 10L, whereas more downregulated *trans* DEMs are observed in 1S, 4L and 5L monosomies (Fig. 2 and Supplementary Data 3). Those in the trisomy/diploid (3D/2D) and tetrasomy/diploid (4D/2D) comparisons display a lesser degree of differential expression, with more downregulated *trans* DEMs for 3S, 5L, and 8L trisomies, and 5S and 10L tetrasomies, whereas there is a greater number of upregulated *trans* DEMs in 1L, 6L, and 10L trisomies (Figs. 3, 4; Supplementary Data 3). 

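Of the 14 monosomies, 3 had more trans miRNAs called higher than lower (3L, 6L and 10L), 5 had more called lower (1S, 5L, 7L, 8L and 9S), 3 had equal numbers (3S, 4L and 9L) and 3 had none (1L, 4S and 5S, with 6, 8 and 4 loci at an unadjusted p under 0.05). The largest numbers were 10 higher and 1 lower in 10L, 10 higher and 4 lower in 6L, and 4 higher and 10 lower in 1S. The shared control of 1S, 3S and 5L and the control of 6L differed from each other at 27 of 44 loci. Which of these controls is unusual was not tested. Calls in the 1S, 3S, 5L and 6L lines may therefore in part reflect their controls. The 7L monosomy had 3 higher and 8 lower, and the 5L monosomy 1 higher and 5 lower. Several of these directions depend on the scaling: where all mapped reads were the library size, 7L had 4 higher and 3 lower, 8L 1 and 0, 9L 7 and 3, and 3S 0 and 1, while 10L, 6L, 1S, 3L, 5L and 9S kept the side with more calls. The unannotated locus Cluster_219449 on chromosome 6 was a trans DEM in the most monosomies, 6, and was higher in 4 of them. MIR167c (Cluster_181033, chromosome 5) was higher in all 5 monosomies in which it was called, and MIR171g (Cluster_254833, chromosome 7) was lower in all of its 5. MIR167c was also called higher in 1B/0B and is among the loci that the paper set aside because of the B chromosome. Its calls in monosomies therefore do not separate the dosage of a segment from B chromosome material.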

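In 5 of the 15 trisomies, more trans miRNAs were called higher than lower (1L with 3 and 2, 3L, 9S and 10L with 1 and 0 each, and 6L with 2 and 1), and in 6 more were called lower (1S with 1 and 2, 3S with 3 and 4, 5L with 1 and 4, and 5S, 6S and 7L with 0 and 1 each). The remaining 4 (4S, 4L, 8L and 9L) had no trans DEM, with 4, 6, 2 and 0 loci at an unadjusted p under 0.05. In tetrasomies against diploids, 5S had 0 higher and 4 lower, 10L 1 higher and 3 lower, and 6S 1 higher and 0 lower. Where all mapped reads were the library size, the 1S trisomy had 3 higher and 2 lower, 6L 0 and 2, 9S 1 and 1, 3L and 5S 0 and 0, and 3S 3 and 20, and the tetrasomies 1 and 2 (5S), 1 and 2 (10L) and 0 and 0 (6S). The trans loci called in the most trisomies were MIR171g (lower in 3), MIR399e (Cluster_59647; higher in 1 and lower in 2) and MIR390b (Cluster_180482; higher in 1 and lower in 2).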

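Summed over lines, the share of trans DEMs that were higher was 49.4% in monosomies (39 of 79), 44.8% in trisomies (13 of 29) and 22.2% in tetrasomies against diploids (2 of 9). The 39 include the 5 calls of MIR167c, which was also called higher in 1B/0B. The split in trisomies moved by 19.3 percentage points with the scaling. With all mapped reads as library size, it was 12 higher and 35 lower (25.5% higher), whereas the split in monosomies was then 42 higher and 39 lower (51.9%). Without TMM the splits were 45 and 26 in monosomies and 14 and 25 in trisomies.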

The finding of a greater number of *trans* DEMs being modulated towards the direction of an inverse effect for diploid aneuploids further supports the conclusion regarding the predominant inverse effect on *trans* miRNAs. However, DME analysis of disomies exhibits a different trend of *trans* miRNA modulation compared to those of diploid aneuploids. 

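Of the 17 disomies, 10 had more trans miRNAs called higher than lower: 2S (5 and 1), 3L (3 and 2), 4S (3 and 2), 4L (5 and 4), 5S (4 and 3), 5L (4 and 0), 6L (6 and 2), 7S (7 and 1), 7L (5 and 4) and 10L (5 and 2). More were called lower in 5 disomies, namely 1S (3 and 7), 1L (8 and 15), 3S (0 and 1), 9S (1 and 2) and 9L (2 and 6). The 8L disomy had 1 of each and 2S_deletion had none, with 10 loci at an unadjusted p under 0.05. Summed over lines, 62 were higher and 53 lower (53.9% higher). With all mapped reads as library size the 1S disomy had 10 higher and 1 lower and the 1L disomy 21 higher and 6 lower, 2S had 5 and 10, 4S 1 and 2, 4L 4 and 4, 5L 0 and 0 and 10L 5 and 8, and the sums were 80 and 66 (54.8% higher). MIR171g was lower in all 11 disomies in which it was a trans DEM, MIR156j (Cluster_266284) was higher in 5 of 7 and MIR156b (Cluster_99842) in 6 of 7.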

By comparing disomies and haploid controls, 1S, 2S, 3S, 3L, 4L, 5L, 6L, 7S, 7L, and 10L disomies have more upregulated *trans* DEMs, while 1L, 2S_deletion, 4S, 9S, and 9L disomies contain more downregulated *trans* DEMs (Fig. 5 and Supplementary Data 3). By contrast, medians of *trans* ratios for a greater proportion of disomies relative to the haploid control are distributed below the ratio of 1.0 (Fig. 1a and Supplementary Data 5). Medians of *trans* ratios of these disomies are clustered toward the inverse level as determined by the *k*-means clustering algorithm (*k* = 2). In addition, medians of *trans* ratios of many disomies with a greater fraction of upregulated *trans* DEMs are below 1.0 (Supplementary Data 3 and 5). Thus, although slightly more *trans* DEMs are upregulated than being downregulated in disomies relative to haploids, it is still likely that the predominant effect of *trans* miRNA modulation is an inverse effect when analyzed collectively.

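The 10 disomies with more trans miRNAs called higher than lower had median trans ratios of 0.970 (2S), 1.08 (3L), 0.832 (4S), 0.817 (4L), 0.913 (5S), 0.835 (5L), 0.986 (6L), 1.09 (7S), 1.01 (7L) and 1.00 (10L). Medians from RPM and calls after TMM normalization are on different scales, and after TMM scaling the median of the 1S disomy was 0.971 in place of 1.28. From medians that lie below 1 in most disomies, despite more DEMs being higher, the paper proposes that the predominant effect on trans miRNAs is inverse to the dosage when they are taken collectively.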

There are progressive *cis* and *trans* effects on gene expression in aneuploids, with greater chromosomal dosage producing greater effects as reported in previous studies^34,35^. To examine if such effects are also present for the expression of miRNAs, scatter plots of DME in comparing tetrasomies to trisomies were generated. Although the expression of many miRNAs in the 4D/3D comparison remains unchanged, a few *cis* and *trans* DEMs were identified (Fig. 6a and Supplementary Data 3), indicating the existence of progressive *cis* and *trans* effects on a subset of miRNAs with ascending chromosomal dosage.

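Against trisomies, the 3 tetrasomies (5S, 6S and 10L) had 3 DEMs over 125 tests, with 12 tests at an unadjusted p under 0.05. All 3 were in 5S. The cis locus MIR167c (Cluster_181033) was higher, with a log2 fold change of 1.89 (SE 0.35, FDR = 9.85e-05, quasi-likelihood test). It was also called higher in 1B/0B and is 1 of the 2 loci that the paper set aside because of the B chromosome. In trans, Cluster_15779 on chromosome 1 fell by 1.07 (SE 0.34) and MIR396c (Cluster_55583) on chromosome 2 by 0.78 (SE 0.25), each with an FDR of 0.0446. MIR396c was chosen for mention after its value was seen. The 2 trans calls depend on those loci, on the scaling and fit, and on single plants. With the B-responsive loci left out, 0 trans DEMs were called. With all mapped reads as library size, neither Cluster_15779 nor MIR396c was called (FDR = 0.106 and 0.211), and 10L had 1 higher and 2 lower. Neither was called without TMM (FDR = 0.112 and 0.0909), with no filter, a limit of 1 RPM or all dosages in one fit. Both were called with DESeq2 and with loci of unique sequence. Over the fits that each left out 1 plant, the number of trans DEMs ranged from 0 (without 5SCS8, 5SCS30, 5SCS34, 5SCS38 or the pair 5SCS24 and 5SCS25) to 9 (without 10L59 of the 10L trisomy). From the few DEMs in these comparisons, the paper concludes that progressive effects exist for a subset of miRNAs.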

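Median trans miRNA ratios were set against the paper's median trans mRNA ratios of the same lines, which come from its Source Data. The lines beyond 2 SDs of the mean on either axis were left out by the paper's rule, namely 1S in monosomies, 3S in trisomies, and 1S and 1L in disomies. Pearson's r was 0.14 in 13 monosomies (permutation p = 0.640; rho = 0.02, p = 0.964), 0.26 in 14 trisomies (permutation p = 0.379; rho = 0.12, p = 0.693) and 0.11 in 15 disomies (permutation p = 0.705; rho = 0.10, p = 0.725), with an adjusted p of 0.705 for all 3. Without the lines farthest from the median miRNA ratio, r was 0.10, 0.21 and 0.19. In the 1 sequencing pool that held enough disomies, r was 0.01 (6 lines, permutation p = 0.993). TMM scaling in place of RPM moved r in disomies most, to −0.29. Leaving out 5Sch10, 5Sch18 or 5Sch4 also turned it negative, down to −0.12.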

Although the predominant effect on global mRNA and miRNA expression in *trans* is an inverse modulation, the medians of *trans* miRNA ratios in this study do not show much correlation with the medians of *trans* mRNA ratios from the corresponding comparisons in previous studies^34,35^, as the Pearson correlation between medians of *trans* ratios of miRNAs and protein-coding genes is not statistically significant as shown in Fig. 1 (*P* value > 0.05). Results from differential mRNA/miRNA expression analysis present a greater proportion of *trans* differentially expressed protein-coding genes (DEGs)/DEMs out of expressed *trans* mRNAs/miRNAs in most conditions (Supplementary Table 1). Thus, the extents of modulation in *trans* miRNAs are different from those of *trans* mRNAs under the influence of varied chromosomal dosages.

Apart from the distal aneuploids analyzed above, an interstitial aneuploid line, Dp4, was assayed in terms of different chromosomal dosages. Only 1 DEM was found in comparing trisomies and tetrasomies to their diploid controls (Figs. 3 and 4), indicating varied chromosomal dosage of Dp4 has little impact on *cis* and *trans* miRNA expression. In addition, only 2 DEMs (Cluster_181033 and Cluster_229850) were identified when comparing plants with 1B to those with 0B, implying that the B chromosome is not the major contributor to most miRNA modulation in aneuploids assayed in this study (Figs. 6b and 7b). These 2 miRNAs were excluded from further analysis considering it is difficult to determine whether the impact of aneuploidy on these miRNAs results from aneuploidy of the essential A chromosomal segments or the nonessential B chromosomal segments.

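In the Dp4 trisomy, 45 loci were tested and 1 was called, MIR156j (Cluster_266284, chromosome 7), which was higher in trans with a log2 fold change of 2.06 (SE 0.48, FDR = 0.0273, quasi-likelihood test). It was not called when 4Dp20C4, 4Dp21C10 or 4Dp21C11 was left out, or with all mapped reads as library size, a limit of 1 RPM, without TMM or with DESeq2 (FDR from 0.00914 to 0.122 over alternatives), while leaving out 4Dp20C16 or 4Dp20C3 gave 2 DEMs. In the Dp4 tetrasomy 0 of 42 loci were called, with 5 at an unadjusted p under 0.05 (1 was called, in cis, with all mapped reads as library size), and in 4D/3D 0 of 45, with 1 at that level. The medians of the trans ratios were 1.093 in 3D/2D and 1.102 in 4D/2D. From the single DEM, the paper concludes that the dosage of Dp4 has little impact on miRNA expression.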

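MIR167c (Cluster_181033, chromosome 5, 4442863 to 4443043 of the W22 genome) had 61.3 ± 21.6 RPM (SD, n = 3) with 1B and 18.99 ± 4.49 RPM (n = 4) with 0B, a log2 fold change of 1.39 (SE 0.38, FDR = 0.0128, quasi-likelihood test). It was the only locus called of 43, and 2 had an unadjusted p under 0.05. The call was made in 9 of 10 alternatives, but in 2 of the 7 fits that each left out 1 sample, and without the pair EB37 and EB40 the FDR was 0.774. MIR167h (Cluster_229850, chromosome 6, 91955005 to 91955255) had 78.1 ± 19.1 RPM (n = 3) with 1B and 90.9 ± 27.2 RPM (n = 4) with 0B, a log2 fold change of −0.51 (SE 0.32, FDR = 0.773), which is within the spread between plants. With EB37 and EB40 as separate samples 2 loci were called, and 3 were called without EB23. From the small number of DEMs, the paper proposes that the B chromosome is not the major contributor to most miRNA modulation in the aneuploids.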

**Fig. 7:**
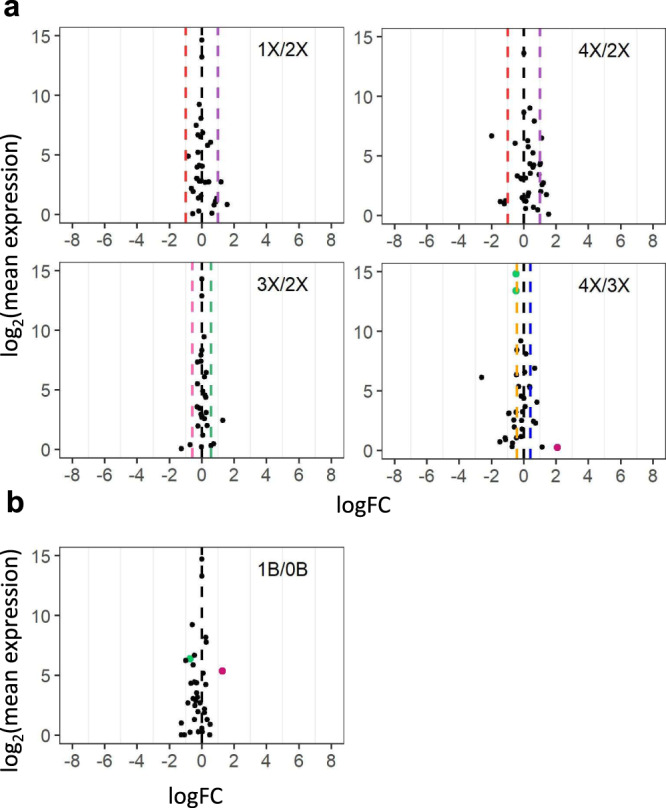
Scatter plots of *MIRNA* expression in each ploidy series and B chromosome series. **a** Scatter plots in each ploidy series compared with diploids. Analysis was conducted as described in Fig. 2. A FC of 1.0 (logFC of 0) represents no change. FCs of 0.5 (1X/2X), 1.33 (4X/3X), 1.5 (3X/2X), and 2.0 (4X/2X) represent a gene-dosage effect, whereas FCs of 2.0 (1X/2X), 0.75 (4X/3X), 0.67 (3X/2X), and 0.5 (4X/2X) represent the inverse ratio of *MIRNA* expression. These FC values are demarcated with labeled vertical lines in red (0.5), pink (0.67), orange (0.75), black (1.0), blue (1.33), green (1.5), and purple (2.0). **b** Scatter plots of diploids with one B chromosome compared with the corresponding control with no B (1B/0B). Source data are provided in Supplementary Data 4.

### Polyploids show less differential miRNA expression than aneuploidy

Scatter plots comparing ploidies of haploid, triploid, and tetraploid with the corresponding diploid control show much less modulation compared with aneuploids, with fewer DEMs found in each ploidy comparison than most aneuploidy comparisons (Figs. 6b and 7a). No DEM was identified in comparing ploidies of haploid, triploid, and tetraploid with the corresponding diploid control. It is generally accepted that there is a linear relationship between ploidy, cell size, and transcriptome size in *Arabidopsis* and maize^34,77–79^. 

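The test called 0 of 41 loci in 1X/2X, 0 of 39 in 3X/2X and 0 of 43 in 4X/2X. At an unadjusted p under 0.05 there were 2, 1 and 2 loci. In 4X/2X, 1 locus was called when Z14, Z62, Z63 or Z30 was left out in turn. The medians of the ratios of mean RPM were 0.898 in 1X/2X, 1.19 in 3X/2X and 1.04 in 4X/2X. The groups hold 2 to 4 plants, with fewer counts per library than most aneuploids. In simulations with the group sizes, means, library sizes and spread of real monosomy, trisomy and disomy comparisons, 68.6% of loci changed 3-fold were called. No ploidy comparison was simulated, so the share for these smaller counts and groups is not known.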

Considering that the normalization method used in this study does not reflect the expression level per cell, changes in miRNA expression levels in the ploidy series would be canceled by altered cell size and transcriptome size. Thus, that no DEM was found reflects the minor changes in the relative miRNA expression in the ploidy series.

We further investigated the DME in comparing tetraploids to triploids and found 4 miRNAs to be significantly differentially expressed in the 4X/3X comparison (Figs. 6b and 7a). Analysis of ratios of these 4 DEMs (Cluster_182185, Cluster_211907, Cluster_219450, and Cluster_3815) shows a different trend of modulation in the 3X/2X comparison compared with that in the 4X/2X comparison (Supplementary Data 4). Thus, these DEMs are likely caused by a difference in the genetic background, as triploids originated from inbred line Mo17 while tetraploids were from W22. 

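A contrast of 4X/2X against 3X/2X, which removes the difference between the diploid controls, called 0 of 42 loci, with MIR394a (Cluster_211907) at the lowest p of the loci named here, 0.0591 (FDR = 0.956, quasi-likelihood test). Without plant Z30, 1 locus was called. MIR166f (Cluster_182185) had 22318 ± 896 RPM (SD, n = 2) in triploids and 18723 ± 1493 RPM (n = 3) in their diploids, and 31824 ± 2566 RPM (n = 4) in tetraploids and 36937 ± 3917 RPM (n = 4) in theirs. MIR166g (Cluster_3815) had 8358 ± 293 and 6947 ± 534 RPM in the triploid comparison and 11812 ± 896 and 13640 ± 1421 RPM in the tetraploid one. In RPM both were thus higher in triploids and lower in tetraploids. With TMM their log2 fold changes were −0.01 and −0.03 for MIR166f and between −0.02 and 0 for MIR166g. The median ratio after TMM scaling was 0.990 in 3X/2X and 1.21 in 4X/2X. The near-0 values in 4X/2X therefore do not show that both loci kept their level relative to the others. MIR166f and MIR166g share their mature sequence. MIR394a had 2 counts in the triploids and 8 in their diploids (0.437 ± 0.057 and 1.12 ± 0.317 RPM) and 7 and 4 counts in tetraploids and their diploids (1.73 ± 0.384 and 1.04 ± 0.812 RPM). The unannotated locus Cluster_219450 had 0 counts in both groups of the triploid comparison, and 13.5 ± 11.6 and 8.19 ± 1.38 RPM in tetraploids and their diploids. From ratios of these loci that move differently in 3X/2X and 4X/2X, the paper proposes that they reflect the genetic background, Mo17 for triploids and W22 for tetraploids.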

The results indicate that the trend of miRNA modulation from triploids and tetraploids is not detectable.

### Responses of *cis* miRNAs to changes in chromosomal dosage

Previous studies examining how diploid aneuploidy influences the expression of individual DEGs revealed four types of responses^34^. Two of them belong to a linear relationship between expression levels and chromosomal dosage, including positive and negative correlations. The other two belong to a nonlinear relationship, in which genes are both upregulated or downregulated in monosomies and trisomies compared to the diploid control, respectively, named increased effect (both upregulated) and decreased effect (both downregulated). It was reported that a gene-dosage effect is the plurality trend for individual *cis* mRNA expression upon changes of chromosome dosage in the range of diploid aneuploid sizes examined^34^. Dosage compensation is also commonly observed for *cis* mRNAs in aneuploids. However, the latter type of response is difficult to be captured considering dosage compensated protein-coding genes are generally not statistically differentially expressed and the insignificance of differential gene expression could be caused by various reasons. To examine if *cis* miRNAs exhibit similar types of responses to chromosomal changes as *cis* mRNAs, the expression pattern of individual *cis* miRNAs was analyzed. 

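Of the 60 loci in a varied region, 48 passed the limit of 0.5 RPM on the mean in at least 1 comparison in which they were cis, 5 were called in every such comparison, 14 in some but not every one and 29 in none. Across the fits that each left out 1 plant the number called in every comparison was 4 to 6. With the loci of shared mature sequence left out, 18 were called in none.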

Out of the 60 miRNAs that fall in the *cis* region of aneuploids assayed in this study, 45 show a detectable *cis* expression level. Results of DME analysis reveal that 7 *cis* miRNAs are differentially expressed in all aneuploidy conditions available in this study (Fig. 8 and Supplementary Fig. 5, Supplementary Table 2). Five of these miRNAs show a direct gene-dosage effect, while 2 exhibit a negative dosage effect. In addition, 15 are not differentially expressed in any aneuploidy conditions, a few of which show dosage compensation (Fig. 8c). 

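The 3 loci called in every comparison in which they were cis and with the direction of dosage were Cluster_15779 in 1S, MIR156j (Cluster_266284) in 7L and Cluster_55368 in 2S. Cluster_15779 (unannotated, chromosome 1, 74812358 to 74812506) had 16.2 ± 4.76 RPM (SD, n = 4) in 1D, 53.2 ± 4.34 RPM (n = 4) in 2D and 119 ± 20.5 RPM (n = 4) in 3D, and 52.8 ± 11.6 RPM (n = 4) in h1D against 191 ± 41.3 RPM (n = 6) in h2D. Its log2 fold changes were −1.87 (SE 0.31, FDR = 0.000379), 0.91 (SE 0.21, FDR = 0.0035) and 1.41 (SE 0.17, FDR = 8.3e-06, quasi-likelihood test), and it was called in all 11 alternatives and all fits that left out 1 plant. Over those fits the values ran from −1.94 to −1.21, 0.70 to 0.95 and 1.31 to 1.50. MIR156j changed by −0.95, 1.79 and 3.62 (FDR = 0.0155, 3.32e-05 and 2.03e-08), and Cluster_55368, which was chosen for mention after its value was seen, was higher in the 2S disomy (FDR = 0.00641). The 2 called against the dosage were tested in 1 disomy each. MIR399e (Cluster_59647, chromosome 2, 16783346 to 16783553) fell from 14.7 ± 4.00 to 5.47 ± 3.00 RPM with 2S, a log2 fold change of −1.18 (SE 0.36, FDR = 0.0184), but 4 of the 8 fits that left out 1 plant did not call it, with an FDR of 0.0924 without Hh45. MIR171g (Cluster_254833, chromosome 7, 43696495 to 43696690) fell from 93.4 ± 4.04 (n = 3) to 42.2 ± 13.3 RPM (n = 4) with 7S (−1.26, SE 0.22, FDR = 1.17e-06).

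**Figure D5:**
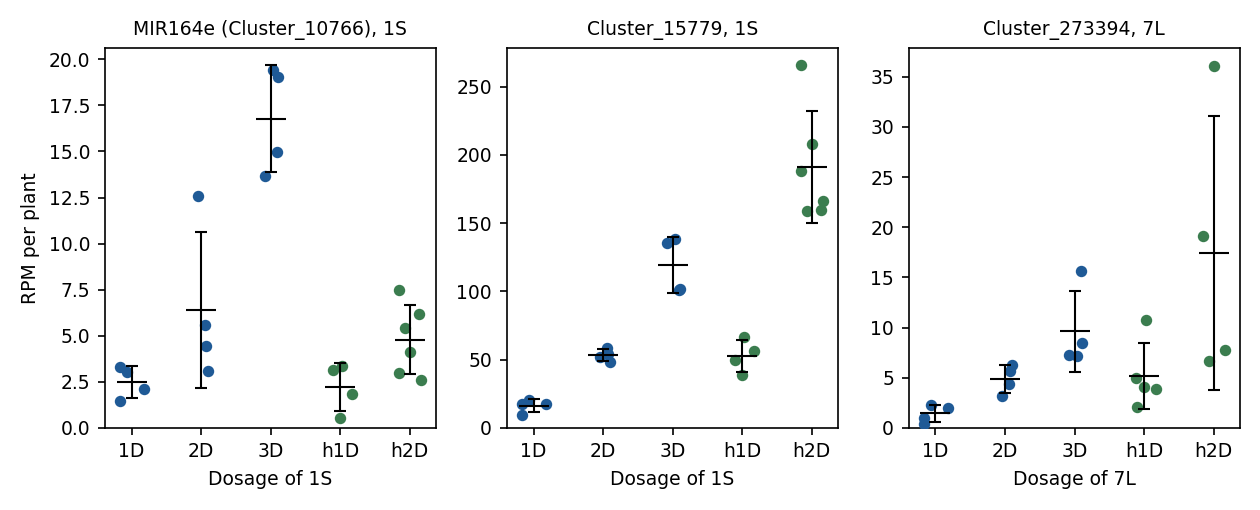
RPM of Cluster_10766 (MIR164e) and Cluster_15779 with the dosage of 1S and of Cluster_273394 with the dosage of 7L, with 1 dot per plant, blue for diploid and green for haploid backgrounds, and the mean ± SD. For Cluster_15779 the means are 16.2, 53.2 and 119 RPM in 1D, 2D and 3D.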

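Among the 29 loci called in no comparison, MIR394b (Cluster_161059, chromosome 4) had 2.30 ± 0.643 RPM (SD, n = 3) in the Dp4 trisomy and 1.94 ± 0.277 RPM (n = 2) in the tetrasomy against 2.06 ± 1.34 RPM (n = 4) in diploids, from 8, 4 and 11 counts. At this depth, a change in proportion to dosage was not detectable, as the log2 fold changes of 0.27 and −0.11 had standard errors of 0.68 and 0.76. Its mature sequence is shared with MIR394a. MIR166g (Cluster_3815, chromosome 1, 14797065 to 14797291) had 11277 ± 2366 RPM (n = 6) in the 1S disomy and 12525 ± 974.8 RPM (n = 4) in haploids. Relative to the other loci its log2 fold change was −0.59 (SE 0.15, FDR = 0.0104), so that it is not among the 29, and with all mapped reads as library size −0.15 (FDR = 0.497; 1.74e-05 to 0.497 over alternatives).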

Out of the 23 remaining miRNAs whose expression is differentially expressed in at least one aneuploid condition,11 display a direct gene-dosage effect, as a trend of increased expression with ascending chromosomal dosage was observed. One exhibits a negative dosage effect with a decreased expression upon increased chromosomal dosage. 4 present an increased effect with a greater expression level in aneuploidy compared to diploids and/or haploids, whereas one shows a decreased effect with miRNAs modulated to the opposite direction compared with the increased effect. The 6 remaining miRNAs show a mixed effect with different expression patterns between diploid aneuploidy and haploid aneuploidy (Supplementary Fig. 5). Thus, the direct gene-dosage effect is the predominant type of response of individual *cis* miRNAs reacting to chromosomal changes.

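The 14 loci called in some but not every comparison were positive with dosage in 6 cases, inverse in 1, increased in 1, decreased in 0 and mixed between diploid and haploid backgrounds in 6, by the signs of their log2 fold changes whether called or not. The increased locus, MIR167c, and 1 of the mixed loci, MIR167h, were kept in these counts, although the paper set both aside because of the B chromosome. MIR164e (Cluster_10766, chromosome 1, 47744884 to 47745063) had 2.48 ± 0.846 RPM (SD, n = 4) in the 1S monosomy, 6.42 ± 4.23 RPM (n = 4) in diploids and 16.8 ± 2.90 RPM (n = 4) in the trisomy. The log2 fold change was −1.54 in 1D/2D (SE 0.56, FDR = 0.0367, quasi-likelihood test; called in 9 of 11 alternatives but in 2 of 8 fits leaving out 1 plant, with an FDR of 0.28 without 1Sb17) and 1.11 in 3D/2D (SE 0.40, FDR = 0.0687, and 0.00388 without 1Sb16). In h2D/h1D it was 0.59 (SE 0.43, FDR = 0.334), from 4.79 ± 1.89 RPM (n = 6) and 2.22 ± 1.31 RPM (n = 4). Cluster_273394 (unannotated, chromosome 7, 166365828 to 166366086) had 1.43 ± 0.88 RPM in the 7L monosomy, 4.88 ± 1.37 RPM in diploids and 9.62 ± 4.02 RPM in the trisomy (n = 4 each), and 17.4 ± 13.7 RPM (n = 4) in disomies against 5.16 ± 3.30 RPM (n = 5) in haploids. Its log2 fold changes were −1.97 (SE 0.45, FDR = 0.000234), 0.87 (SE 0.32, FDR = 0.125) and 1.70 (SE 0.48, FDR = 0.00957, and 0.0547 without 7Lbh41). With all mapped reads as library size, 10 of the loci called in some comparisons were positive. From these classes, the paper concludes that the direct gene-dosage effect is the predominant response of single cis miRNAs.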

**Fig. 8:**
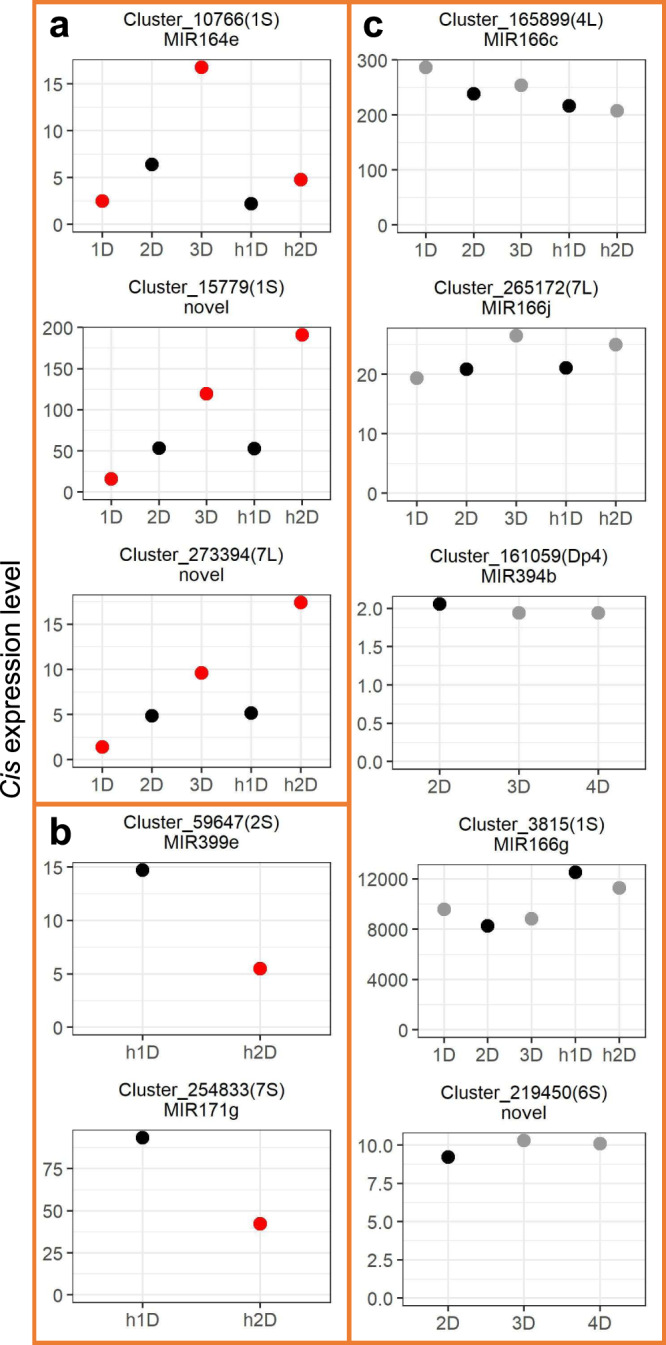
Expression patterns of *cis MIRNAs*. The x-axis refers to the dosage of the *cis* chromosomal region within parentheses, whereas the y-axis designates the *cis* expression level (rpm) of each *MIRNA*. Each *MIRNA* cluster was annotated as described in “Methods”. Novel *MIRNAs* denote *o*nes that failed to match any preexisting annotation. Differential *MIRNA* expression was computed as described in Fig. 2. Control groups were painted in black. *MIRNAs* with FDR < 0.05 compared with the control were depicted in red, whereas ones with FDR ≥ 0.05 were depicted in gray. **a** Example *MIRNAs* showing a dosage effect. **b** Example *MIRNAs* showing a negative dosage effect. **c** Example *MIRNAs* exhibiting dosage compensation. Source data are provided in Supplementary Data 4.

### *Trans*-acting effects of miRNAs under the influence of aneuploidy

Predominant increased and decreased effects in which the expression of many DEGs under genome imbalance is modulated toward the same direction regardless of increased or decreased chromosomal dosage were observed for *trans* DEGs in diploid aneuploids, although linear correlations between mRNA expression levels and chromosomal dosage were also detected^34^. By contrast, only the positive dosage effect and inverse dosage effect were observed in *trans* mRNAs in disomies compared with their corresponding haploid controls^35^. To investigate if miRNAs have the same *trans*-acting effects, expression patterns of *trans* DEMs were assayed. *Trans* DEMs that are differentially expressed in disomies compared with haploids when diploid aneuploids are not available, or those that are differentially expressed in all aneuploidy comparisons except one when diploids aneuploids are available (e.g., differentially expressed in 1D/2D and h1D/h2D but not in 3D/2D) were selected for further analysis. 

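A trans locus was selected if called in the disomy where no diploid aneuploid was tested, or in at least all but 1 of its comparisons otherwise. This gave 48 pairs of a locus and a line, over 20 loci. The 2 loci that the paper reports as changed by the B chromosome, MIR167c and MIR167h, were left out, as the paper does. A single locus appeared in up to 6 lines, the most for MIR171g (Cluster_254833), which was selected with 1L, 2S, 6L, 7L, 8L and 9S. Across the fits that each left out 1 plant, the number of pairs was 41 to 56.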

25 *trans* miRNAs with significant differential expression in 1–7 different B–A translocation lines were identified (Fig. 9 and Supplementary Fig. 6). For the 28 *trans* miRNAs differentially expressed in disomies compared with haploids but not available in diploid aneuploids due to differences in chromosome arms analyzed, 21 exhibit a positive dosage effect whereas 7 show an inverse dosage effect (Fig. 9d, h, and Supplementary Fig. 6). 

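In 19 of the 48 selected pairs only a disomy was tested, with 16 positive and 3 inverse. The other 29 pairs, from lines with diploid aneuploids, were positive in 6, inverse in 2, increased in 3, decreased in 10 and mixed in 8. These classes follow the signs of all tested log2 fold changes, whether called or not. MIR171g with 1L, for example, counts as decreased with an uncalled monosomy value of −0.40 (FDR = 0.881, quasi-likelihood test). The decreased pairs include MIR171g with 1L, 6L, 7L, 8L and 9S. Cluster_15779 with 5S (Fig. 9e) was called in 2 of its 4 comparisons and so is not among the selected pairs. It fell from 62.5 ± 20.8 RPM (SD, n = 4) in diploids to 30.5 ± 8.66 RPM (n = 4) in the tetrasomy, by 1.53 on the log2 scale (SE 0.37, FDR = 0.000987, quasi-likelihood test). In the 5S disomy it changed by −1.56 (FDR = 0.000124). MIR167h (Cluster_229850; Fig. 9l), which is left out of the selection as a locus that the paper reports as changed in 1B/0B, was lower with 1S in the monosomy (−0.89, FDR = 0.00543, and 0.213 without 1Sb18), the trisomy (−1.25) and the disomy (−0.88), and was called in all 3.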

Out of the 35 miRNAs differentially expressed in diploid aneuploids (sometimes also in disomies), 8, 6, 3, and 7 *trans* DEMs show a positive dosage effect, inverse dosage effect, increased effect, and decreased effect, respectively, while 11 display a mixed effect that does not belong to any of the four described above (Fig. 9 and Supplementary Fig. 6). Thus, both linear and nonlinear relationships between chromosomal dosage and the direction of genomic modulation exist in the regulation of *trans* miRNAs in aneuploidy.

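Among loci with a higher level in both directions of dosage, the unannotated locus Cluster_219449 (chromosome 6, 7801655 to 7801747) changed in 10L by 1.01 in the monosomy (FDR = 0.0185, quasi-likelihood test, or 0.239 without 10L102) and by 1.89 in the trisomy (FDR = 0.0118, or 0.256 without 10L74). The monosomy was not called with all mapped reads (FDR = 0.0532), DESeq2 (0.431), no filter (0.221) or all dosages in one fit (0.208). The trisomy was not called without TMM (FDR = 0.0583). In 7L, where Cluster_219449 was not selected, it changed by 0.80 in the monosomy (FDR = 0.059, or 0.0204 without 7Lb27) and by 1.74 in the disomy (FDR = 0.00957). MIR319a (Cluster_133421) changed in 1S by 1.09 in the monosomy (FDR = 0.0367, or 0.0986 without 1Sb24) and 1.204 in the disomy (FDR = 0.00217). Among loci following the dosage of 1S, MIR171n (Cluster_328824) changed by −1.54 in the monosomy (FDR = 0.00407, or 0.0768 without 1Sb18) and MIR390b (Cluster_180482) by −1.31 (FDR = 0.000379), and neither was called in the trisomy or the disomy or selected. MIR319a and MIR171n share their mature sequences with other loci. From patterns of both kinds, the paper concludes that linear and nonlinear relationships exist between the dosage and trans miRNAs.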

**Fig. 9:**
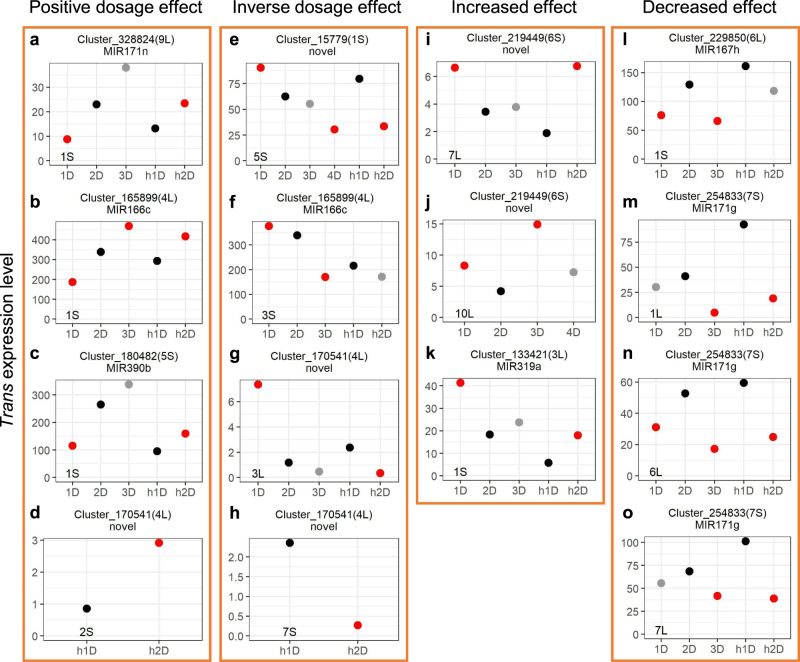
Expression patterns of *trans* DEMs. The *cis* location of each *MIRNA* is depicted within parentheses. The x-axis refers to the dosage of the chromosomal region as noted in the bottom-left corner of each panel, whereas the y-axis designates the expression level (rpm) of each *MIRNA* corresponding to the genotype on the x-axis. Thus, all *MIRNAs* are in *trans*, with altered expression levels and unvaried DNA copy numbers. Other aspects were computed as in Fig. 8. **a**–**d** Example *MIRNAs* showing a positive modulation. **e**–**h** Example *MIRNAs* showing an inverse dosage effect. **i**–**k** Example *MIRNAs* exhibiting an increased effect. **l**–**o** Example *MIRNAs* exhibiting a decreased effect. Source data are provided in Supplementary Data 4.

In addition, *trans* expression of one miRNA expressed in plants with aneuploidy of different *cis* regions shows similar and/or different types of responses. For example, *MIR171g* (Cluster_254833), located in the *cis* region of 7S, displays a decreased *trans* effect in diploid and haploid aneuploidy relative to the control with the varied chromosomal dosage of 1L, 6L, and 7L (Fig. 9m–o). By contrast, *trans* expression of *MIR166c* (Cluster_165899) located on 4L shows a positive dosage effect with the varied dosage of 1S but shows an inverse effect with altered copy number of the chromosomal segment 3S (Fig. 9b, f). 

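With 1L, MIR171g had 30.3 ± 13.3 RPM (SD, n = 4) in the monosomy, 41.1 ± 27.3 RPM (n = 3) in diploids and 4.98 ± 2.48 RPM (n = 3) in the trisomy. The log2 fold change was −0.40 in 1D/2D (SE 0.53, FDR = 0.881, quasi-likelihood test; log2 fold change 0.01 with an FDR of 0.976 without 1La14), −3.06 in 3D/2D (SE 0.58, FDR = 0.000727) and −2.93 in h2D/h1D (SE 0.26, FDR = 4.37e-23). With 6L, it was −0.88 in 1D/2D (SE 0.27, FDR = 0.012, and 0.0821 without 6Lc6e) and −1.27 in 3D/2D (SE 0.24, FDR = 9.01e-06), from 52.7 ± 12.4 RPM (n = 4) in diploids to 31.1 ± 13.9 RPM (n = 4) and 17.3 ± 1.84 RPM (n = 4). In the 6L disomy it was −0.99 (SE 0.37, FDR = 0.0659, and 0.00162 without 6Lch18), and 4 of 11 alternatives called it (FDR from 0.0107 to 0.0794). With 7L, the 3 log2 fold changes were −0.49 (SE 0.17, FDR = 0.0186), −0.78 (SE 0.16, FDR = 0.00297) and −1.40 (SE 0.37, FDR = 0.00649). That in the 7L monosomy was called in 6 of 11 alternatives and in 2 of the 8 fits leaving out 1 plant, with an FDR of 0.0991 without 7Lb4. In the 7L disomy 1 plant, 7Lbh41, had 89.5 RPM against 19.2 to 27.5 RPM in the others.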

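The locus Cluster_165899 (chromosome 4, 187156668 to 187156772), named MIR166k in Supplementary Data 2, shares its mature sequence with MIR166j, so its values are uncertain. With 1S it had 186 ± 26.5 RPM (SD, n = 4) in the monosomy, 339 ± 21.9 RPM (n = 4) in diploids and 469 ± 78.2 RPM (n = 4) in the trisomy, and 294 ± 4.29 RPM (n = 4) in haploids against 416 ± 28.9 RPM (n = 6) in disomies. Its log2 fold changes were −0.99 (SE 0.17, FDR = 0.000382, quasi-likelihood test, or 0.117 without 1Sb14), 0.18 (SE 0.15, FDR = 0.561) and 0.06 (SE 0.10, FDR = 0.794). With all mapped reads as library size the latter pair was 0.47 (FDR = 0.0311; 0.0311 to 0.861 over alternatives) and 0.50 (FDR = 0.000703; 0.000703 to 0.808). With 3S it had 376 ± 43.4 RPM (n = 4) in the monosomy and 170 ± 11.8 RPM (n = 4) in the trisomy against the same diploids, log2 fold changes of 0.37 (SE 0.12, FDR = 0.0657, or 0.04 without 3Sb21) and −0.43 (SE 0.23, FDR = 0.206, or 0.0468 without 1Sb26), the latter −0.998 with all mapped reads (FDR from 3.54e-05 to 0.736 over alternatives). In the 3S disomy it was −0.24 (SE 0.28, FDR = 0.864). The effects of the 1S and 3S monosomies differed by −0.92 on the log2 scale (SE 0.18, FDR = 1.68e-06 over 6 such tests, edgeR's quasi-likelihood test). Those of the trisomies (FDR = 0.0846) and disomies (FDR = 0.393) did not differ, but did with all mapped reads as library size (FDR = 1.37e-08 and 0.00462).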

Another newly identified miRNA, encoded by Cluster_170541 on 4L, was expressed with a positive effect in 2S aneuploids whereas with an inverse effect in 3L and 7S aneuploids, respectively (Fig. 9d, g, h).

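The unannotated locus Cluster_170541 (chromosome 4, 208091658 to 208091941) has few reads. With 2S it had 19 counts in 4 disomies and 4 counts in 4 haploids (2.92 ± 0.624 and 0.858 ± 0.862 RPM, SD), at least 1.21-fold higher (FDR = 0.0216, quasi-likelihood test), and 4 of the 8 fits leaving out 1 plant did not call it (FDR = 0.0897 without Hh43). With 3L it had 7.35 ± 1.61 RPM in the monosomy and 1.18 ± 0.751 RPM in diploids (n = 4 each), a log2 fold change of 2.40 (SE 0.45, FDR = 0.00287), and 0.468 ± 0.120 RPM in the trisomy (FDR = 0.922). In the 3L disomy it had 0.343 ± 0.448 RPM (n = 4) against 2.36 ± 1.06 RPM (n = 3) in haploids, at least 2.04-fold lower (FDR = 0.0901, or 0.0401 without 3Lah36). In the 7S disomy it had 0.273 ± 0.546 RPM (n = 4) against the same haploids, at least 2.65-fold lower (FDR = 0.00763, or 0.124 without Hh58). The effect of the 2S disomy differed from that of the 7S disomy (FDR = 8.19e-06 over the 6 tests of this kind, edgeR's quasi-likelihood test) and of the 3L disomy (FDR = 0.000404). Those of 3L and 7S did not differ (FDR = 0.611). That test cannot show equal effects, since both disomies lay at or under 3 counts per library against the same haploids.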

### *Cis* miRNAs function as regulators of gene expression in aneuploidy

To test if miRNAs function as regulators in the changes in global gene expression induced by aneuploidy, correlations between expression levels of miRNAs and their putative targets were examined. Targets of all 64 miRNAs found in this study were predicted by psRNAtarget (Supplementary Data 6), with the two miRNAs impacted by the B chromosome excluded from further study. After data treatment, 768 predicted interactions function through target cleavage between expressed miRNAs and their corresponding targets were identified. The relationship between a miRNA and its target was determined by Pearson correlation between the expression levels of the two across all available genotypes. Expression levels of 192 (25%) of these predicted interactions are significantly correlated as shown in Supplementary Data 7 (Pearson correlation, *P* value < 0.05). As a complement, interactions between miRNAs and their targets were characterized by summarizing data generated from degradome sequencing from previous studies in maize (see Methods). 750 interactions were identified, 167 (22%) of which show a significant correlation across all genotypes (Pearson correlation, *P* value < 0.05; Supplementary Data 8). 49 of these significant interactions could be found by both psRNATarget prediction and degradome sequencing data analysis, 33 of which have a negative PCC value. A Gene Ontology (GO) Enrichment analysis on all targets whose expression levels are identified to be significantly correlated with those of their corresponding miRNAs through psRNATarget prediction or degradome sequencing data analysis revealed an enrichment of terms related to protein refolding (GO:0042026), developmental process (GO:0032502), and regulation of transcription, DNA-templated (GO:0006355) (Supplementary Table 3). Similarly, terms related to transcription, DNA-templated (GO:0006351), developmental process (GO:0032502), and regulation of transcription, DNA-templated (GO:0006355) are enriched in targets from the 49 interactions identified by both psRNATarget prediction and degradome sequencing data analysis (Supplementary Table 4). These results indicate the putative regulatory role of targets modulated by miRNAs under the impact of aneuploidy.

The results above illustrate that miRNAs function as regulators in global modulations of gene expression in aneuploidy. Now we focus on how *cis* miRNAs impact the expression of *trans* genes on a smaller scale. We assayed the expression levels of the *trans* targets of each miRNA when its dosage is varied in *cis*. PCCs between expression levels of each *cis* miRNA and its predicted *trans* targets in genotypes with the varied dosage of a specific chromosomal segment were computed. miRNAs located in the *cis* region of 2Sa, 2Sa_deletion, 7Sc, and 10L19 are excluded for further analysis because these miRNAs are only expressed in disomies and haploids in *cis* and the corresponding *P* value for Pearson correlation could not be produced. Lowly expressed miRNAs and genes were excluded from the analysis. 27 significant interactions predicted by psRNATarget were identified (Pearson correlation, *P* value < 0.05), 17 of which have a negative PCC value (Supplementary Fig. 7). In addition, 20 significant interactions derived from degradome sequencing data were found (Pearson correlation, *P* value < 0.05), with 13 of them being negative correlations (Supplementary Fig. 8). Five interactions, including 1 positive and 4 negative ones, were characterized by both methods (Fig. 10).

**Fig. 10:**
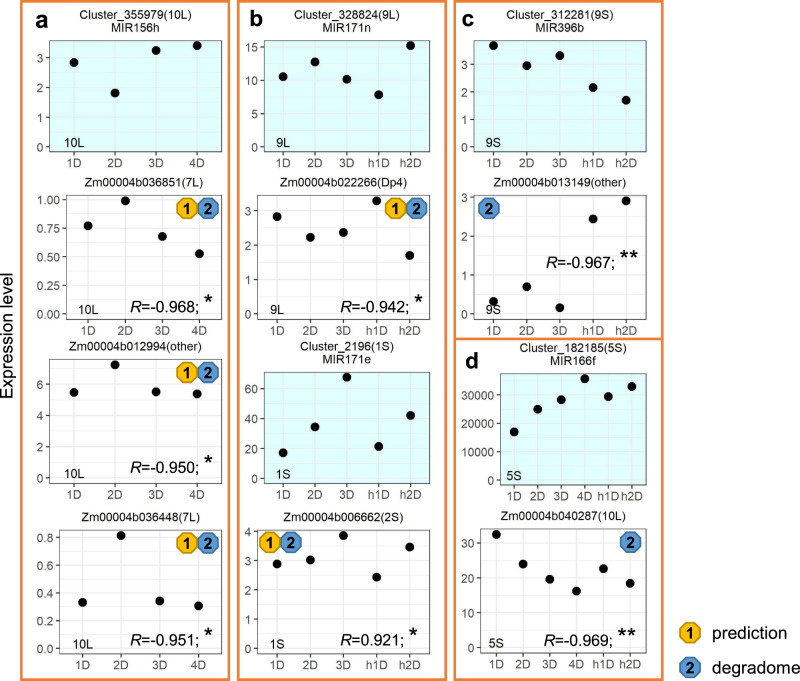
Expression levels of *cis MIRNAs* and their *trans* targets. The *cis* location of each *MIRNA* or each target is depicted within parentheses. “Other” refers to genes that do not fall in the *cis* region of any B–A translocation line. The x-axis refers to the dosage of the chromosomal region as noted in the bottom-left corner of each panel, whereas the y-axis designates the expression level (rpm) of each *MIRNA* in *cis or* each target in *trans* (normalized read counts) corresponding to the genotype on the x-axis. Correlations between *cis MIRNAs* (blue background panel) and their targets (white background panel below each *MIRNA*) were predicted by psRNATarget (yellow circled 1) or gathered from degradome sequencing data from other studies (blue circled 2). *R* Pearson correlation coefficient between expression levels of *MIRNA* and its corresponding target. *P* values for Pearson correlation (two-sided; confidence intervals, 95%; no adjustment made for multiple comparisons): *P value < 0.05; **P value < 0.01 (exact *P* values shown in Supplementary Data 7, 8). **a** Example *MIRNA* that targets SBP domain TFs. **b** Example *MIRNAs* that target GRAS domain TFs. **c** Example *MIRNA* that targets ethylene‐responsive TFs. **d** Example *MIRNA* that targets a mitochondrial-targeted gene Zm00004b040287 (*ZmMORF3*). Source data are provided in Supplementary Data 7, 8.

Here we present some examples illustrating how *cis* miRNAs regulate the expression of their *trans* mRNA targets. 

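In the 10L18 line, MIR156h (Cluster_355979, chromosome 10, 129299588 to 129299841) had 1.81 ± 1.44 RPM (SD, n = 4) in diploids, 2.84 ± 1.05 RPM (n = 4) in the monosomy, 3.25 ± 1.38 RPM (n = 4) in the trisomy and 3.41 ± 1.24 RPM (n = 4) in the tetrasomy. These rest on 12, 29, 25 and 25 counts. The log2 fold changes of 0.66 (SE 0.54, FDR = 0.386), 0.87 (SE 0.60, FDR = 0.54) and 0.66 (SE 0.53, FDR = 0.469, quasi-likelihood test) were all within the spread between plants. In the 10L19 line it had 4.40 ± 2.64 RPM (n = 5) in disomies and 2.55 ± 0.853 RPM (n = 5) in haploids (0.82, SE 0.44, FDR = 0.192), with 1 plant, 10L19h60, at 9.07 RPM against 2.82 to 3.68 RPM in the other disomies. MIR156l has the same mature sequence.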

*MIR156h* (Cluster_355979), located on 10L, shows an increased effect while expressing in *cis*. It negatively regulates the expression of three genes encoding SBP-type domain-containing proteins in *trans* with the varied dosage of chromosomal segment 10L (Fig. 10a). *MIR171n* (Cluster_328824) encodes a miRNA that represses the expression of a gene (Zm00004b022266) encoding a GRAS domain-containing protein in 9L aneuploids. miR171e (Cluster_2196) that shows a direct gene-dosage effect due to changes in the dosage of 1S positively regulates the expression of another GRAS TF (Zm00004b006662) (Fig. 10b). miR396b (Cluster_312281) negatively regulates the expression of a gene (Zm00004b013149) encoding an AP2/ERF domain-containing protein (Fig. 10c). Furthermore, miR166f (Cluster_182185) that exhibits a direct dosage effect in *cis* causes a proportional downregulation of its *trans* mRNA target *MORF3* (Zm00004b040287) that functions in mitochondria (Fig. 10d). These results indicate that varied chromosomal dosages can alter the expression of *cis* miRNAs, thus resulting in changes in the expression of their *trans* mRNA targets.

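Only the miRNA side was measured here, and the target genes were not analysed here. MIR171e (Cluster_2196, chromosome 1, 8284261 to 8284538) had 17.1 ± 6.38 RPM (SD, n = 4) in the 1S monosomy, 34.5 ± 10.5 RPM (n = 4) in diploids and 67.6 ± 14.6 RPM (n = 4) in the trisomy, with log2 fold changes of −1.11 (SE 0.38, FDR = 0.0272, quasi-likelihood test, or 0.133 without 1Sb18) and 0.69 (SE 0.25, FDR = 0.0687, or 0.0179 without 1Sb16). It was called in the trisomy with all mapped reads (0.96, FDR = 0.00522), the exact test (FDR = 0.0464), DESeq2 (FDR = 0.0386) and no filter (FDR = 0.0399), and not under the other alternatives set before the data were examined. In the disomy it rose from 21.4 ± 3.55 RPM (n = 4) to 42.0 ± 3.26 RPM (n = 6), a log2 fold change of 0.53 (SE 0.16, FDR = 0.0158, or 0.0702 without Hh48). MIR171n (chromosome 9, 130254843 to 130255075) had 10.5 ± 3.26 RPM in the 9L monosomy, 12.7 ± 4.84 RPM in diploids and 10.2 ± 2.40 RPM in the trisomy (n = 4 each), and 15.2 ± 3.94 RPM (n = 5) in disomies against 7.84 ± 5.21 RPM (n = 5) in haploids (log2 fold change 1.05, SE 0.40, FDR = 0.0846, or 0.00231 without Hh71). MIR171e and MIR171n share a mature sequence. MIR396b (Cluster_312281, chromosome 9, 15684789 to 15684890) was called in no 9S comparison, with log2 fold changes of 0.35 (FDR = 0.826), 0.25 (FDR = 0.76) and −0.20 (FDR = 0.814). Those in the monosomy and trisomy turned negative without 9Sd43 (−0.02) and without the pair 9Sd23 and 9Sd24 (−0.12).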

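MIR166f (chromosome 5, 8409999 to 8410286) had 16265 ± 2511 RPM (SD, n = 3) in the 5S monosomy, 24978 ± 3817 RPM (n = 4) in diploids, 26950 ± 8091 RPM (n = 3) in the trisomy and 35703 ± 5311 RPM (n = 4) in the tetrasomy, and 29385 ± 4031 RPM in haploids against 32944 ± 5676 RPM in disomies (n = 4 each). With all mapped reads as library size, the log2 fold changes were −0.62 in 1D/2D (FDR = 0.00545, quasi-likelihood test, 0.497 at most over alternatives and 3.59e-05 at least, without TMM, where it was −0.05), 0.11 in 3D/2D, 0.52 in 4D/2D (FDR = 0.00394; 0.00394 to 1 over alternatives) and 0.16 in h2D/h1D. With TMM the value in 1D/2D was −0.59 (FDR = 0.269, or 0.0355 without 5SCS17). It was −0.68 with an FDR of 1.56e-06 with 5SCS5 and 5SCS11 as separate samples, and −0.86 with an FDR of 0.000791 with all dosages in one fit. The other values with TMM were −0.26 in 3D/2D (FDR = 0.893), 0.02 in 4D/2D (FDR = 0.131, or 0.00103 without 5SCS17) and −0.09 in h2D/h1D (FDR = 0.546). This locus holds most of the counts of each library. After TMM scaling the median trans ratio was 1.11 in 1D/2D, 0.797 in 3D/2D, 0.769 in 4D/2D and 0.887 in h2D/h1D. The values with TMM are therefore not changes relative to the bulk of the other loci. The target gene was not analysed here.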

## Discussion

Despite many recent advances in comprehensive gene expression studies on aneuploidy and polyploidy, the function of miRNAs in genomic imbalance has not been previously investigated. In this study, the global miRNA modulation in haploid and diploid aneuploids with the varied dosage of multiple chromosomal segments was examined in maize, in concert with a whole-genome ploidy series including haploids, diploids, triploids, and tetraploids. Along with the gene expression data collected from previous studies^34,35^, the interactions between miRNAs and their gene targets were assayed. This analysis allows one to address several questions about genomic balance. (1) How do aneuploidy and polyploidy impact the expression of miRNAs both globally and on a per miRNA basis? (2) What is the consequence of varied miRNA dosage in gene expression? (3) Does genomic imbalance similarly affect miRNA expression compared with protein-coding gene expression? This study provides insights into understanding these questions.

Aneuploidy causes varied miRNA expression both in *cis* and in *trans*. While the global trend of *cis* miRNA modulation could hardly be assayed due to the sample-size limit, *trans* miRNAs showed an overall trend of modulation toward the inverse level, although both positive and negative modulations were observed. Such a trend is similar to that of global *trans* protein-coding gene modulation reported in previous studies^34,35^. However, *trans* miRNAs were modulated to a lesser degree in aneuploidy compared with *trans* mRNA genes, indicated by the lack of correlation between medians of ratios of *trans* miRNAs and *trans* mRNAs (Fig. 1) and the proportion of *trans* DEMs out of expressed *trans* miRNAs in contrast to that of DEGs (Supplementary Table 1). Expression of individual *cis* miRNAs shows a predominant dosage effect, although dosage compensation, increased, and decreased effects are also observed. *Cis* genes in previous studies also exhibit similar expression patterns. Analysis of *trans* DEMs reveals the existence of both linear and nonlinear correlations between expression levels of DEMs and the corresponding chromosomal dosage. While the increased and decreased effects are the major trend for *trans* DEGs under genomic imbalance, it is difficult to determine the predominant type of response for *trans* DEMs due to the limitation of the number of miRNAs. Further, for both miRNAs and mRNAs, a lesser degree of modulation was observed in the whole-genome ploidy series than in aneuploidy. In sum, miRNAs are modulated similarly to protein-coding genes under the impact of genomic imbalance.

Apart from the distal aneuploids, the expression of an interstitial aneuploid, Dp4, surrounding the centromeric region of chromosome 4 was examined. Three miRNAs were identified in the *cis* region of Dp4, two of which are expressed in the leaf tissue studied. However, none of them are significantly differentially expressed in Dp4 aneuploids compared with the control. 

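Of the 3 loci in the Dp4 region, 2 passed the limit of 0.5 RPM and 0 were called. The unannotated locus Cluster_158979 (chromosome 4, 148820153 to 148820384), chosen for mention after its values were seen, had log2 fold changes of 1.61 in 3D/2D (SE 0.67, FDR = 0.326, quasi-likelihood test) and 2.26 in 4D/2D (SE 0.82, FDR = 0.292), each at an unadjusted p under 0.05. MIR394b had FDRs of 0.872 and 0.954. The 4D/2D change of Cluster_158979 was called with all mapped reads as library size (2.33, FDR = 0.0181) and under no other alternative (FDR up to 0.542).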

In the previous study, it was found that a larger proportion of *cis* protein-coding genes in Dp4 are dosage compensated than in distal aneuploids, and this phenomenon is not due to epigenetic repression of gene expression around centromeric regions^34^. Considering few miRNAs were identified in the *cis* region of Dp4, it is difficult to determine if the trend toward dosage compensation in *cis* is a result of a specific mechanism or the limit of sample size. Further, while a large number of *trans* DEGs (mRNAs) was found in Dp4 aneuploids, only 1 *trans* DEM (miRNAs) was identified. Ratios of *trans* mRNAs for protein-coding genes in Dp4 aneuploids are distributed toward the inverse level, whereas medians of *trans* ratios of miRNAs are close to 1.0, indicating the trend of regulation of *trans* mRNAs and miRNAs are different in Dp4 aneuploids. These results reveal that varied dosage of Dp4 causes limited changes in miRNA expression both in *cis* and *trans*. Additional heterochromatic regions will need to be examined to determine if the lack of modulation of miRNAs in Dp4 is generalizable for aneuploidy of centromeric heterochromatin.

Regulatory networks that involve both miRNAs and genes in aneuploidy are likely to be complicated. There could be various interactions between a miRNA and its target mRNA as well as the TFs that regulate both. For example, the varied copy number of a miRNA in *cis* could result in altered expression of a TF in *cis* or *trans*, which could lead to altered expression of another protein-coding gene or miRNA in *cis* or *trans*. Considering the lack of information regarding interactions between TFs and their miRNA target in maize and the complexity due to the additive impact on mRNA/miRNA expression from changes in expression of various upstream protein-coding genes/miRNAs, here we restrict our analysis to the simplest interactions. To examine the interaction between miRNAs and their targets in aneuploidy globally, expression levels of miRNAs and their targets were assayed across all genotypes regardless of *cis* and *trans* effects. In addition, to investigate interactions on a smaller scale, the expression of *cis* miRNAs and their *trans* targets with the varied chromosomal dosage of the same region was analyzed. Such type of analysis also provides information regarding whether different types of responses in *trans* protein-coding genes (e.g., inverse effect) are a result of varied expression of miRNAs.

Further, miRNAs control gene expression through RNA target cleavage or translational inhibition^49^. Since RNA-seq experiments do not provide information related to the latter aspect, this study focuses on the regulation of gene expression via RNA target cleavage. In this case, expression of the gene target is postulated to be either correlated with that of the miRNA, or not detectable due to complete gene silencing. However, when genes are totally silenced, their expression levels are approaching zero. Genes not being expressed in RNA-seq data could be caused by various reasons, not necessarily gene silencing. Further, it has been reported that the expression of miRNAs and that of their targets are generally negatively correlated in plants, although positive correlations are also observed^80–82^. In a study identifying miRNA expression-related quantitative trait loci in maize, both positive and negative regulations between miRNAs and their target genes have been characterized^83^. Thus, this study only focuses on interactions when expression levels of miRNAs are statistically significantly correlated with those of their targets predicted by psRNATarget or proven by degradome sequencing.

Associations that involve miRNAs and their targets characterized in this study are also reported in other studies. For instance, the interaction between miR171 and GRAS TFs was identified in *Arabidopsis*, maize, tomato, and *Larix kaempferi*^84–88^. miR171 acts to negatively regulate GRAS TFs in mediating shoot branch production and gibberellin-regulated chlorophyll biosynthesis under light conditions during leaf development in *Arabidopsis*^84,86^. It was reported in many studies that miR156 targets many SBP-box TFs that regulate a large network regulating plant growth and development^89–92^. For example, miR156 targets SBP-box TFs that are required for male fertility in *Arabidopsis*^93^. miR156 was also reported to target SBP-box TFs that interact with other TFs involved in bread wheat tillering and spikelet development^94^.

Expression levels of miRNAs and their targets in 49 interactions identified by both psRNATarget and degradome sequencing present significant correlations across all genotypes, indicating miRNAs function as regulators consistently in aneuploidy with the varied dosage of various chromosomal segments. However, PCCs of these significant interactions fall between −0.53 and 0.70 (Supplementary Data 7, 8). That the strength of the correlations is relatively low is likely caused by the influence of the tangled unbalanced regulatory network on the expression of the targets. When examined on a smaller scale, the varied chromosomal dosage of the same portion of the genome results in different expression patterns of *cis* miRNAs, and their targets in *trans* are thus modulated differently. Effects of *trans* targets include positive correlations, inverse effect, increased, and decreased effects (Fig. 10 and Supplementary Figs. 7, 8). Thus, the four types of responses observed in *trans* DEGs triggered by aneuploidy could be caused by regulation carried out by miRNAs, at least partially. The function of miRNAs in dosage response was also reported in other species. For example, Z-linked miR-2954-3p functions in dosage compensation of the bird Z chromosome, by preferentially down-regulating Z-linked dosage-sensitive genes in males in chicken and zebra finch^95^.

Previous studies on gene expression support the GBH in that genomic stoichiometry plays an important role in quantitative gene expression. This study further reveals the regulatory role of miRNAs fits in the GBH. *Cis* and *trans* miRNAs respond to changes in chromosomal dosage in similar ways to protein-coding genes under the impact of genomic imbalance. In addition, much less modulation of miRNA expression was observed in the whole-ploidy series compared with aneuploids. From the perspective of evolutionary genomics, miRNAs are preferentially retained as duplicates in plants^47,48^. This is likely due to the regulatory role of miRNAs that predominantly target genes involved in regulatory and metabolic pathways, most of which involve multicomponent interactions. Thus, the removal or deletion of a miRNA within a duplicated pair would have negative fitness consequences and would be selected against during evolution. These findings indicate miRNAs are likely to be dosage-sensitive in plants, which is further supported by the results of this study. In addition, the regulatory role of miRNAs in the expression of components of multisubunit complexes has also been verified, as an enrichment of genes involved in transcription was observed for the targets regulated by miRNAs in aneuploidy. Thus, this study reveals miRNAs as participants of the gene regulatory network under genomic imbalance. Varied chromosomal dosage results in modulation of dosage-sensitive miRNAs, and thus causes changes in expression of their targets, which could operate in cascades affecting more genes. Results in this study imply the potential application of changing the dosage of specific miRNAs as regulators of gene expression under genomic imbalance. In other words, modulation of miRNA expression could reduce the genomic imbalance through neutralizing changes in the expression of key dosage-dependent modifiers occurring with aneuploidy. This study also provides a valuable resource for the identification of potential targets of specific miRNAs. Transgenic expression of these miRNAs in maize would facilitate research on the function and molecular mechanism of specific miRNAs.

It has been reported in several studies that aneuploidy of different chromosomal regions results in various phenotypic defects, impacting the floral development and timing, the development of leaf, culm, root, and so on^35,96,97^. Transcriptomic analyses of mRNA-seq and sRNA-seq data in the present and previous studies as well as the phenotypic descriptions of aneuploids are valuable resources for the identification of potential quantitative trait loci^34,35,96,97^. However, relating a phenotypic effect to a specific miRNA, gene, or locus is not easily achieved. Varied copy number of a chromosomal region causes differential expression of hundreds to thousands of genes, likely due to the influence of the tangled unbalanced regulatory network on gene expression^30,34,35^. Considering the coexistence of linear and nonlinear relationships between varied chromosomal dosage and the corresponding gene expression levels^34^, relating changes in miRNA or gene expression to phenotypic effects would require high-quality miRNA and/or gene regulatory networks, or computational tools specifically designed for unraveling regulatory networks in aneuploidy, which still await development in maize. In addition, future studies that dissect the chromosomal regions into smaller blocks would be helpful to reduce the complexity mentioned above.

## Methods

### Plant material, nucleic acid isolation, and sRNA-seq library construction

45-day-old leaf tissue of monosomies, trisomies, and tetrasomies was from a former study with diploids as the control;^34^ whereas that of disomies and their haploid control were from another study^35^. Total RNA and sRNA were co-extracted from maize leaves using mirVana™ miRNA Isolation Kit (Thermo Fisher Scientific, AM1560). Total RNA was used for mRNA-seq in two former studies^34,35^. sRNA libraries were generated directly from total RNA with TruSeq Small RNA Library Preparation Kit (Illumina, RS-200-0048) and were sequenced on the NextSeq500 platform at the University of Missouri Genomics Technology Core. sRNA-seq data of W22 maize plants with one B chromosome and W22 wild-type plants with no B chromosome were from a previous study^98^. The grouping information of the above materials was summarized in Supplementary Data 1.

### sRNA-seq data process

Adaptors at the end of the reads were trimmed using cutadapt version 1.16^99^ and low-quality reads were removed using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/, fastq_quality_filter -Q33 -q20 -p80). Reads mapped to known structural RNAs (rRNAs, tRNAs, sn-RNAs, and sno-RNAs) from Rfam 14.0^100^ using bowtie 2 were removed^101^. Subsequently, reads of 18-30 nt without poly(A) tails were aligned to the maize reference genome W22v2, the maize chloroplast, and mitochondrial genomes^73,102,103^ using ShortStack version 3.8.3 (-mincov 20)^70–72^. Although the A chromosomal segments with varied dosages may contain various miRNA contents due to their different background, it has been shown that genes encoding miRNAs in maize are conserved across different inbreds^47,83^. In addition, considering all the samples were processed simultaneously for pairwise comparison, only the miRNAs that were found among all the samples at a specific location were identified. *MIRNA* loci were annotated by aligning the sequence of each cluster against known miRNA sequences in miRBase 22^104^ and transcript sequences in the RefSeq database (restricted to *Zea mays*) at NCBI with BLASTN^105^, and by referring to the location of genes annotated in the W22v2 genome^73^ (Supplementary Data 2). RPM normalization was performed and lowly expressed miRNAs (the mean of RPM across all biological replicates from the experimental and control group in each comparison <0.5) were excluded from further analysis. DME analyses were performed using edgeR to test for the significance of fold change between each treatment group to the control group using raw read counts as the input^74,75,106^. Considering triploids originated from inbred line Mo17 while tetraploids were from W22, DME analysis in comparing tetraploids to triploids was performed by a two-sided Student’s *t* test, which tests for the significance of whether the mean log_2_ ratio of 4X/2X differs from the mean log_2_ ratio of 3X/2X. *P* values were adjusted by the Benjamini–Hochberg algorithm for computing false discovery rates. miRNAs with an FDR or adjusted *P* value <0.05 were defined as DEMs. PCA plots were generated in R using normalized read counts.

### Generation of scatter plots

To generate scatter plots, FDR and log fold change with base 2 (logFC) produced by edgeR were used^74,75,106^. The logFC between treatment and control was plotted on the x-axis, while the log_2_ value of the mean of RPM normalized counts of the treatment and control group was plotted on the y-axis. Data points with an FDR (or adjusted *P* value in 4X/3X) < 0.05 and a corresponding logFC > 0 were depicted in magenta, while points with an FDR (or adjusted *P* value in 4X/3X) < 0.05 and a corresponding logFC < 0 were depicted in green. Otherwise, they were designated in black.

### MicroRNA target prediction

Targets of miRNAs were predicted using psRNATarget with an expected value of 3 or less^98,107^. miRNAs that function through translation repression were filtered out while those that function through target cleavage were retained. Degradome sequencing data collected from various studies were used as a complement to show miRNA-target interactions^108–116^. Afterward, the gene model names of these targets were translated from B73 (AGPv4) to W22 (W22v2) using the Translate Gene Model IDs tool from MaizeGDB^117^. PCCs and the corresponding *P* values between expression levels of expressed miRNAs and their corresponding targets across the corresponding genotypes were computed (two-sided; confidence intervals, 95%; no adjustment made for multiple comparisons).

### GO term enrichment analysis

GO term enrichment analysis was performed using PANTHER online tools 17.0^118^. Genes of interest were translated from W22 (W22v2) to B73 (AGPv4) using the Translate Gene Model IDs tool from MaizeGDB^117^. Subsequently, genes were tested for over-or under-representation using Fisher’s exact test against all maize genes (AGPv4). Only significant terms (Bonferroni-corrected *P* values < 0.05) were listed (Supplementary Tables 3 and 4).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The sRNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under the accession code GSE189317. The processed data generated in this study are provided in the Supplementary Information file. The RefSeq database is available in NCBI [https://www.ncbi.nlm.nih.gov/refseq/] and the known miRNA sequences are available in the miRBase database [https://www.mirbase.org/]. The mRNA-sequencing data that support the findings of this study are available in the GEO repository under the accession code GSE149186. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dosage-sensitive miRNAs trigger modulation of gene expression during genomic imbalance in maize
**Source:** Nat Commun. 2022 May 31;13:3014. doi: 10.1038/s41467-022-30704-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Read mapping statistics and grouping information of each sRNA-seq experiment.

File Name: Supplementary Data 2

Description: Information of MIRNA loci identified by ShortStack.

File Name: Supplementary Data 3

Description: The number of DEMs in each comparison.

File Name: Supplementary Data 4

Description: Mean expression levels of identified MIRNA loci and DME analysis for each MIRNA loci.

File Name: Supplementary Data 5

Description: Mean, median, SD for ratios of miRNAs with extreme values (ratio  $>6$  or  $< 1/6$ ) excluded.

File Name: Supplementary Data 6

Description: Predicted targets of miRNAs identified by psRNATarget.

File Name: Supplementary Data 7

Description: Significant correlations between expression levels of miRNAs and their mRNA targets predicted by psRNATarget.

File Name: Supplementary Data 8

Description: Significant correlations between expression levels of miRNAs and their mRNA targets found in degradome sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

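Small RNAs were sequenced from 45-day leaves of maize plants in which the dosage of part of a chromosome arm (B–A translocation lines), of a region around the centromere of chromosome 4 (Dp4), of whole genomes (ploidy series) or of the B chromosome was varied. The processed data hold 64 MIRNA loci in 322 libraries, in 81 conditions. Of the varied segments, 15 distal lines were studied in a diploid background and 17 in a haploid background.

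The authors trimmed the reads with cutadapt, removed reads of low quality and reads matching structural RNAs, aligned the rest to the W22 genome together with the chloroplast and mitochondrial genomes with ShortStack, and deposited the number of reads at each locus as raw counts. For the second table, the authors divided each count by the mapped reads of its library to give RPM. The ratio of counts to RPM was constant within a library (largest relative spread 1.85e-09), which gives the mapped reads of each library, 339141 to 3892830. How ShortStack's placement of reads that match several loci affects each locus was not tested, and 17 loci share 7 mature sequences. Read trimming, alignment and the finding of loci are included in the deposited values and were not repeated. Names of loci are those of Supplementary Data 2, and unannotated loci carry their cluster number. Coordinates are those of the W22 genome as given there.

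All columns of both tables were matched to plants by name. The condition of each plant came from the sample labels and Supplementary Data 1. Plant 4Dp21C6, for which these give different dosages, was left out of all groups. The 3 libraries that the paper excluded were left out, with their return as an alternative. In 6 pairs of plants (EB37 and EB40, 4Lb24 and 4Lb37, 5SCS5 and 5SCS11, 5SCS24 and 5SCS25, 6SA22 and 6SA24, and 9Sd23 and 9Sd24) the counts differed by no more than the sampling noise allows (chi-square tests over loci with at least 10 counts, p above 0.05, chi-square per degree of freedom 1.18 to 1.54), and each pair was counted as 1 sample. A seventh pair, 6SA21 and 6SA22, was not joined, since 6SA22 already belonged to a pair. This rule was applied after results with the plants kept as separate replicates had been seen, and those results are an alternative. In 6 of the 7 pairs, all but EB37 and EB40, the share of mapped reads on the loci differed (chi-square p of 6.31e-05 or less), and the percent of reads removed as structural RNA in Supplementary Data 1 differed within pairs by 0.347 to 9.48 points.

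Counts were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, one fit per comparison of an experimental group with its own control), with library sizes from the count table and TMM factors, over loci with a mean RPM of at least 0.5, and with Benjamini-Hochberg adjustment within each comparison. A locus with an FDR under 0.05 was called. The paper's text names edgeR but not its test or normalization. A locus was cis where it lies in the varied region of the line and trans otherwise. The contrast of tetraploids with triploids was the difference of their effects against their own diploids in one fit. Differences between 2 lines in the effect on a locus were tested in one fit over their groups, where a shared control enters once. Pairs of control groups of one batch were compared in the same way as a baseline without varied dosage, 19 diploid and 3 haploid pairs.

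Median ratios were taken over trans loci from ratios of mean RPM, leaving out ratios above 6 or below 1/6 as the paper does. They were set against 2000 simulations in which unchanged groups were drawn as negative binomial counts from the control means, the fitted dispersions and the mapped reads of the plants, with shared controls kept shared. Permutation tests used 100000 seeded permutations, or all of them where the test is called exact. The permutation test of the median cis log2 fold change permuted which line was matched to which cis region. Folds against a group whose libraries lay at or under 3 counts are given as bounds from that floor. Counting error, bounds and intervals cover the sampling of reads only, since the reads carry no molecular identifiers. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

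The counts per library on the loci were 7139 to 246556 with a median of 79912.5, of which MIR166f and MIR166g hold most. Each other locus therefore rests on few counts, which limits the precision for loci of a few RPM. The test was checked on 40 simulated comparisons with 12 loci each changed 3-fold. Of 462 changed loci tested, 68.6% were called in the right direction, and 2.76% of 326 calls were false. In further simulations MIR166f alone was raised 2-fold. Over 1758 tests of the other loci, this gave 472 false calls without TMM, 3 with TMM and 4 with all mapped reads as library size.

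The loci named in the text are those that the paper names in its results or shows in Figs. 8, 9 or 10 and, for each of 1D/2D, 3D/2D and h2D/h1D, the 3 trans loci called in the most lines (ties by the larger summed absolute log2 fold change). Other loci are named only where they were singled out after their values were seen.

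For the calls, 11 alternatives were set before the data were examined: all mapped reads as library size, count-table totals without TMM, the edgeR exact test, DESeq2 1.42.0, no filter on low loci, a limit of 1 RPM, the excluded libraries added back, the loci the paper reports as changed by the B chromosome left out, loci with a unique mature sequence, 1 sequencing pool per comparison, and all dosages of a line in one fit. For the median ratios there were 8, among them TMM scaling in place of RPM, the median over replicates and keeping extreme ratios. Each plant was also left out in turn. For MIR394b and the other Dp4 results, 4Dp21C6 was added as trisomic and as tetrasomic. For the contrast of tetraploids with triploids, limma 3.58.1 was run on log2(RPM + 1) and log2(RPM + 0.5). After the paper's numbers had been seen, 4 further settings of the test and 6 further settings for the median ratios were tried and compared with them. They are named as such, and the reported results do not use them.

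Not analysed here are mRNA levels, target genes and k-means clustering of the medians. The paper's median mRNA ratios were taken from its Source Data. Of Supplementary Data 4, 49 comparisons were held and 43 columns were not used here, and no overlap of lists was tested on it.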

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

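All tests in this part were chosen only after the results they bear on had been seen.

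Far plants. In groups of 4 to 10 plants, the level of each named locus was examined for a plant whose gap to the nearest other plant, relative to the range of its group, exceeded Dixon's limit. This was so in 11 of 135 groups, where 6.75 arise by chance, and 9 of the 11 plants lay above the others. The plants, with their RPM and the range of the others of the group, were 4Lb26 of the 4L monosomy for Cluster_165899 (376.2 against 253.3 to 263.1), 7Sch5 of the 7S disomy for Cluster_170541 (1.091 against 0 in each other plant), 5SCS38 of the 5S tetrasomy for MIR166f (43590 against 32440 to 34120), haploid H22 for MIR394a (1.142 against 0), 7Lbh41 of the 7L disomy for MIR171g (89.51 against 19.25 to 27.54), 7Lb19 of the 7L monosomy and 7Lb14 of the 7L trisomy for MIR166j (26.96 against 16.07 to 17.33, and 25.46 against 26.73 to 26.94), 7Lb15 of the 7L trisomy for Cluster_273394 (15.59 against 7.146 to 8.418), Hh71 of the haploid control of 7L, 9L and 10L19 and 9Lc5 of the 9L trisomy for MIR171n (16.86 against 4.304 to 7.667, and 6.575 against 11.13 to 11.48), and 10L19h60 of the 10L19 disomy for MIR156h (9.071 against 2.817 to 3.68).

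Set against the sampling of reads, 8 of these 11 plants differed from the rest of their group at an unadjusted p under 0.05 (exact binomial tests on counts, for example p = 3.96e-24 for 7Lbh41) and 3 did not (H22 with 1 count, 7Lb14 and 9Lc5; exact binomial p = 0.23, 0.762 and 0.077). Counting error cannot be told apart from ordinary differences between plants by these tests, because the plants were chosen for their distance and plants of one group also differ beyond the sampling of reads. A difference in library size cannot be told apart, since 8 of the 11 plants had the highest or the lowest total of their group where 5.3 would by chance (exact binomial p = 0.0915). The number of groups with a far plant is near what chance gives, and no biological explanation was tested. The 7L disomy's MIR171g and the 10L19 disomy's MIR156h are reported beside their claims with these plants included. MIR171g was called in the 7L disomy in each of the 9 fits that left out 1 plant (log2 fold change −2.32 without 7Lbh41).

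Different effects of 2 lines on one locus. Cluster_165899 (MIR166k in Supplementary Data 2) changed differently in the 1S and 3S monosomies, by −0.9248 on the log2 scale (SE 0.1754, FDR = 1.68e-06, edgeR's quasi-likelihood test, 4 plants in each of 3 groups). The tables argue against a few loci taking most of the counts as the whole source, as edgeR gave a difference of −1.01 with all mapped reads as library size (unadjusted 5.692e-08, FDR = 1.71e-07). The locus shares its mature sequence with MIR166j, and reads shared between the copies stay open, as does a biological effect of the dosage of 1S and 3S. The locus was not called in the 1S monosomy alone without 1Sb14 or 1Sb18 (highest FDR 0.117), and the difference was not tested with plants left out. For the trisomies and the disomies of these lines the difference depended on the scaling. With TMM, FDR was 0.0846 and 0.393, and with all mapped reads 1.37e-08 and 0.00462.

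The unannotated locus Cluster_170541, of unique mature sequence, changed differently in the 2S disomy and the 7S disomy (adjusted p = 8.192e-06) and in the 2S disomy and the 3L disomy (adjusted p = 0.0004035, edgeR's quasi-likelihood test). No size is given for these differences because the groups on 1 side of each effect lay at or under 3 counts per library. The p values were 1.442e-05 and 0.0004998 with all mapped reads as library size, so the scaling is not the whole source. The counts behind them are few (19 against 4 in 2S), and the locus was not called in the 2S disomy without Hh39, Hh43, Hh45 or 2Sah17 (highest FDR 0.0897) or in the 7S disomy without Hh57 or Hh58 (highest FDR 0.124). The differences themselves were not tested with plants left out. The dosage of the segments and differences between these groups of haploid controls both stay open, since 2S and the pair of 3L and 7S have control groups of their own.

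DEMs between control groups. The shared diploid control of 1S, 3S and 5L and the diploid control of 6L have the same dosage of every arm and were sequenced in one batch, and the paper does not compare them. The test called 27 of 44 loci, 17 higher and 10 lower in the former, with a median absolute log2 fold change of 1.41 and a largest of 2.81. The next highest of the diploid control pairs had 7. Each of 8 fits leaving out 1 plant called 20 to 23. Of the 35 splits of these 8 plants into 4 and 4, 1 gave as many DEMs, the real one, and the highest other gave 2. The tables argue against library size as the source, since totals of 41557 to 58504 and 42491 to 50934 overlap (exact permutation test, p = 0.229), and against the composition of the counts, since all mapped reads as library size gave 30 DEMs. A difference in plant material, growth or library preparation between the groups stays open and may contribute, as may the genetic background of the lines, which was not tested.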

How the results depend on the processing

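Of the settings in this part, 4 of the test, 6 of the median ratios and the leaving out of whole lines were tried only after the results and the paper's values had been seen. They are marked "added". The joining of similar plants that the reported results use was also chosen only after the results with these plants kept separate had been seen. No paired analysis was possible because the groups compared consist of different plants. Over the results of whole comparisons, 389 of 436 values under other settings kept their direction and side of the threshold or stayed within 1.5-fold, 31 moved, 14 reversed, 1 was weaker and 1 stronger. Over named loci in single comparisons 902 of 1010 did, 54 were stronger, 44 weaker and 10 reversed. Except where stated, the cause was not tested.

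Library size. Lower trans DEMs in 3D/2D rose from 16 to 35 with all mapped reads as library size, while higher ones went from 13 to 12, so that 25.5% in place of 44.8% were higher. There DEMs between diploid control groups rose from 61 to 101 and those between haploid control groups fell from 10 to 5. In Dp4 the DEM was then another, Cluster_158979 in 4D/2D in place of MIR156j in 3D/2D. Without TMM, lower trans DEMs were 26 in place of 40 in 1D/2D and 25 in 3D/2D, DEMs between haploid control groups 6, trans DEMs in 4D/3D 1 in place of 2, and DEMs in Dp4 and in 1B/0B 0 in place of 1. In 3D/2D 25 were also lower under 3 added settings, the exact test without TMM, the same without filter, and the quasi-likelihood test without TMM or filter. The first 2 of these called 0 in 1B/0B. The last gave 5 trans DEMs in 4D/2D in place of 9, 5 in 4D/3D, 1 in the ploidy series in place of 0 and 6 between haploid control groups.

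Test, filter and loci. DESeq2 gave 5 trans DEMs in 4D/2D, 0 in Dp4 and 6 between haploid control groups. All dosages of a line in one fit gave 4 in 4D/2D. With no filter 1 DEM was called in the ploidy series. With a limit of 1 RPM, 0 were called in Dp4 and 5 between haploid control groups, and the median cis log2 fold change in 3D/2D was 0.17 in place of 0.24 and no longer past the permutation test (p = 0.0809). Without the B-responsive loci, 0 were called in 4D/3D and in 1B/0B. With loci of unique mature sequence, which leaves fewer loci by construction, higher trans DEMs in 1D/2D were 24 in place of 39 and cis loci called in no comparison 18 in place of 29. With similar plants kept as separate replicates, as they were analysed before their joining was chosen, 1 trans DEM was called in 4D/3D and 2 DEMs in 1B/0B. The contrast 4X/3X called 0 loci under each of its 9 alternatives. Beside these counts of 0, the loci with an unadjusted p under 0.05 under the reported settings were 0 in 4X/3X, 12 in 4D/3D, 4 in Dp4 3D/2D, 2 in 1B/0B, and 2, 1 and 2 in 1X/2X, 3X/2X and 4X/2X.

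Median ratios and correlations. Lines with a median trans ratio below 1 in 3D/2D were 7 in place of 10 of 15 with TMM scaling. In h2D/h1D they were 8 in place of 11 of 17 with the median of replicates and with the filter in both groups (added), and 13 with loci of unique sequence (exact sign test, p = 0.049). The correlation of region size with trans DEMs in 3D/2D, −0.05, was 0.026 with no filter and 0.078 without the B-responsive loci. The correlation of median trans miRNA with the paper's mRNA ratios in 3D/2D, 0.26, was −0.127 with loci of unique sequence. In h2D/h1D, 0.11, it was −0.29 with TMM scaling, −0.081 with the median of replicates, −0.088 with extreme ratios kept, −0.024 with no filter, −0.106 with a limit of 1 RPM, −0.216 with loci of unique sequence, −0.034 with cis and trans loci together (added) and −0.0078 with the filter in both groups (added). None of these correlations passed its test under the alternatives named.

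Single loci. Cluster_165899 in the 3S disomy, −0.24, was 0.26 without TMM and under the 3 added settings without TMM, and 0.10 with no filter and with the exact test without filter (added). MIR396b in the 9S trisomy, 0.25, was −0.0493 with DESeq2. MIR166f, −0.26 in the 5S trisomy and −0.09 in the 5S disomy, was 0.11 and 0.16 with all mapped reads, and 0.13 in the trisomy with a limit of 1 RPM. None was called under these settings.

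Leaving out 1 plant. Fits that each left out 1 plant gave 0 to 9 trans DEMs in 4D/3D (9 without 10L59, 7 without 10L26, 4 without 10L13, 1 without 5SCS20, and 0 without 5SCS8, 5SCS30, 5SCS34, 5SCS38 or the pair 5SCS24 and 5SCS25, where 12 loci have an unadjusted p under 0.05 with all plants), 5 to 11 in 4D/2D (5 without 10L10, 10L26, 10L32 or 10L34), 5 to 13 DEMs between haploid control groups (5 without Hh58, 6 without Hh60), 0 to 3 in 1B/0B (0 without D1, D2, D4, EB2 or the pair EB37 and EB40, 3 without EB23), 0 to 1 in the ploidy series (1 without Z14, Z62, Z63 or Z30), 0 to 1 in 4X/3X (1 without Z30), 0 to 2 in Dp4 (2 without 4Dp20C16 or 4Dp20C3, 0 without 4Dp20C4, 4Dp21C10 or 4Dp21C11) and 3 to 6 cis DEMs against the direction of dosage (3 without 6Lc1e). The size correlation in 3D/2D ran from −0.207 to 0.139 (0.139 without 1Sb25, and above 0 without 7 other plants) and the mRNA correlation in h2D/h1D from −0.124 to 0.209 (below 0 without 5Sch4, 5Sch10 or 5Sch18). Log2 fold changes that changed sign ran from −0.81 to 0.015 for MIR171g in the 1L monosomy, −0.019 to 0.26 and −0.0024 to 0.11 for Cluster_165899 in the 1S trisomy and disomy, −0.016 to 0.66 and −0.12 to 0.47 for MIR396b in the 9S monosomy and trisomy, and −0.27 to 0.26 (−0.44 without the pair 5SCS24 and 5SCS25) and −0.37 to 0.021 for MIR166f in the 5S trisomy and disomy.

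Other correlations moved as well under the same fits. The size correlation in 1D/2D, 0.11, ran from 0.03 (without 1Sb18) to 0.24 (without 1La27), and moved by over 1.5 times without 1Sb14, 9Sd43, 3La5, 1La21 or 3La8 as well. The mRNA correlation in 1D/2D, 0.14, ran from 0.06 (without 5SCS3) to 0.44 (without 4Sa51 or 4Sa53), with such moves also without 1Sb24, 4Sa52, 10L30 or 1Sb16, and that in 3D/2D, 0.26, from 0.10 (without 5Lb18) to 0.40 (without 1La45), with such moves also without 1Sb26, 1La42, 1La16 or 1La14. None of the 6 extremes passed its permutation test (p from 0.15 to 0.93). The size correlation in h2D/h1D was 0.51 to 0.67. With whole lines left out in turn (added) it was 0.45 without 1L (permutation p = 0.0789) and 0.54 to 0.73 without each other line, and the size correlation ran from −0.05 to 0.29 in 1D/2D and −0.24 to 0.28 in 3D/2D.

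The following counts and medians stayed within 1.5-fold under these fits. Higher and lower trans DEMs were 29 to 43 and 33 to 42 in 1D/2D, 11 to 17 and 13 to 20 in 3D/2D, and 55 to 66 and 47 to 62 in h2D/h1D. Cis DEMs in the direction of dosage were 20 to 26, and median cis log2 fold changes −0.48 to −0.37, 0.18 to 0.27 and 0.56 to 0.74. DEMs between diploid control groups were 54 to 66.

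Depth. MIR166f and MIR166g take most of the counts of a library, and the other loci rest on few. Of simulated 3-fold changes 68.6% were called, which limits what a locus that was not called says, and most for loci of a few RPM.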

Differences from the paper's values

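Settings chosen only after the paper's values had been seen are named as such, the joining of similar plants that the reported results use was chosen after results with those plants kept separate had been seen, and all other tests were set before. An alternative set before the data were examined is named, with its number, where that number lay within 1.5-fold of the paper's.

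Counts of loci. In 1B/0B 1 locus was called against the paper's 2, and 2 had an unadjusted p under 0.05. No alternative set before the data were examined closed this gap, while the plants of each similar pair kept as separate replicates, as they were first analysed, gave 2 (MIR167c and Cluster_15779, and not MIR167h, which the paper names). The joining of these plants, which the reported number uses, was chosen after that result had been seen. In 4X/3X the contrast called 0 loci (0 at an unadjusted p under 0.05, and 1 called without plant Z30) against the paper's 4, which the paper obtained with another test. None of the alternatives set before the data were examined closed the gap. Of cis loci, 29 were called in no comparison against the paper's 15 (18 with loci of unique sequence), and 14 in some but not every comparison against the paper's 23 (20 with all mapped reads, 19 without TMM and 18 with no filter). The loci called in every comparison included 3 with the direction of dosage against the paper's 5 (4 with the exact test). The exact test without TMM, chosen after seeing the values, also gave the paper's 5. Among the loci called in some comparisons, 6 were positive against the paper's 11 (10 with all mapped reads and 8 without TMM), 1 was increased against the paper's 4 (no alternative set before the data were examined closed the gap) and 0 were decreased against the paper's 1 (1 with no filter, and 1 with the exact test without filter, chosen after seeing the values). Of the selected pairs of a trans locus and a line, 3 of those with only a disomy were inverse against the paper's 7 (5 without TMM, 6 with the exact test, 10 with DESeq2, 5 with no filter and 6 with a limit of 1 RPM), and the quasi-likelihood test without TMM or filter, chosen after seeing the values, gave the paper's 7. Of the pairs with diploid aneuploids 2 were inverse against the paper's 6 (4 with the exact test and 4 with DESeq2). The counts of cis loci include MIR167c (the increased locus) and MIR167h (a mixed locus), which the paper set aside because of the B chromosome.

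Sums of trans DEMs. In monosomies 39 were higher against the paper's 60 (42 with all mapped reads, 45 without TMM and 42 with the exact test). In trisomies 16 were lower against the paper's 25 (35 with all mapped reads, 25 without TMM, 20 with the exact test, 20 with DESeq2, 19 with no filter, 17 with a limit of 1 RPM and 17 with loci of unique sequence). The exact test and the quasi-likelihood test without TMM and without filter, and the exact test without TMM alone, all chosen after seeing the values, also gave 25.

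Trans DEMs per comparison. Of 104 counts set beside the paper's Supplementary Data, 46 were equal and 37 differed by more than 1.5-fold or from 0. In the 1S trisomy, 1 trans miRNA was called higher against the paper's 2 (3 with all mapped reads). In the 1S disomy, 3 trans miRNAs were called higher against the paper's 13 (10 with all mapped reads and 12 with no TMM) and 7 trans miRNAs were called lower against the paper's 1 (1 with all mapped reads). In the 1L monosomy, 0 trans miRNAs were called higher against the paper's 3 (2 with the exact test), with 6 loci at an unadjusted p under 0.05. In the 2S disomy, 1 trans miRNA was called lower against the paper's 3 (2 with the exact test, 3 with DESeq2, 3 with no filter and 2 with loci of unique sequence). In the 2S_deletion disomy, 0 trans miRNAs were called higher against the paper's 1 (1 with the exact test, 1 with DESeq2 and 1 with no filter) and 0 trans miRNAs were called lower against the paper's 2 (2 with the exact test and 2 with DESeq2), with 10 loci at an unadjusted p under 0.05. In the 3S monosomy, 1 trans miRNA was called higher against the paper's 2 (2 with no TMM). In the 3S trisomy, 4 trans miRNAs were called lower against the paper's 11 (11 with no TMM). In the 3S disomy, 0 trans miRNAs were called higher against the paper's 2 (no alternative set before the data were examined closed the gap), with 12 loci at an unadjusted p under 0.05. In the 3L monosomy, 2 trans miRNAs were called higher against the paper's 1 (1 with the B-responsive loci left out) and 1 trans miRNA was called lower against the paper's 0 (0 with all mapped reads, 0 with no TMM and 0 with the B-responsive loci left out). In the 3L trisomy, 1 trans miRNA was called higher against the paper's 0 (0 with all mapped reads, 0 with no TMM and 0 with no filter). In the 4L monosomy, 1 trans miRNA was called higher against the paper's 0 (0 with no TMM, 0 with a limit of 1 RPM and 0 with the B-responsive loci left out). In the 4L disomy, 4 trans miRNAs were called lower against the paper's 2 (2 with no TMM). In the 5S monosomy, 0 trans miRNAs were called higher against the paper's 8 (7 with no TMM), with 4 loci at an unadjusted p under 0.05. In the 5S trisomy, 1 trans miRNA was called lower against the paper's 0 (0 with all mapped reads, 0 with no TMM, 0 with DESeq2, 0 with no filter, 0 with a limit of 1 RPM and 0 with all dosages in one fit). In the 5S tetrasomy against the trisomy, 2 trans miRNAs were called lower against the paper's 1 (1 with the exact test). In the 5L monosomy, 1 trans miRNA was called higher against the paper's 0 (0 with all mapped reads, 0 with the exact test, 0 with DESeq2, 0 with no filter, 0 with a limit of 1 RPM, 0 with loci of unique sequence and 0 with all dosages in one fit). In the 6S trisomy, 1 trans miRNA was called lower against the paper's 0 (0 with DESeq2, 0 with the B-responsive loci left out and 0 with all dosages in one fit). In the 6S tetrasomy against the diploid, 1 trans miRNA was called higher against the paper's 0 (0 with all mapped reads, 0 with no TMM, 0 with DESeq2 and 0 with all dosages in one fit). In the 6L disomy, 2 trans miRNAs were called lower against the paper's 7 (5 with all mapped reads, 5 with no filter and 6 with a limit of 1 RPM). In the 7S disomy, 1 trans miRNA was called lower against the paper's 2 (2 with no TMM and 2 with the exact test). In the 7L monosomy, 3 trans miRNAs were called higher against the paper's 8 (no alternative set before the data were examined closed the gap) and 8 trans miRNAs were called lower against the paper's 2 (3 with all mapped reads, 2 with no filter and 2 with a limit of 1 RPM). In the 7L trisomy, 0 trans miRNAs were called higher against the paper's 2 (no alternative set before the data were examined closed the gap) and 1 trans miRNA was called lower against the paper's 2 (no alternative set before the data were examined closed the gap), with 7 loci at an unadjusted p under 0.05. In the 8L monosomy, 1 trans miRNA was called higher against the paper's 2 (2 with no TMM and 2 with no filter) and 2 trans miRNAs were called lower against the paper's 1 (1 with the exact test and 1 with loci of unique sequence). In the 8L trisomy, 0 trans miRNAs were called lower against the paper's 1 (no alternative set before the data were examined closed the gap), with 2 loci at an unadjusted p under 0.05. In the 8L disomy, 1 trans miRNA was called higher against the paper's 0 (0 with no TMM) and 1 trans miRNA was called lower against the paper's 0 (0 with no TMM). In the 9S trisomy, 1 trans miRNA was called higher against the paper's 0 (0 with no TMM, 0 with DESeq2 and 0 with all dosages in one fit). In the 9S disomy, 1 trans miRNA was called higher against the paper's 0 (0 with all mapped reads and 0 with no TMM) and 2 trans miRNAs were called lower against the paper's 8 (6 with all mapped reads, 6 with no TMM and 6 with the exact test). In the 9L disomy, 2 trans miRNAs were called higher against the paper's 4 (4 with all mapped reads, 4 with no TMM, 4 with the exact test, 6 with DESeq2, 6 with no filter, 4 with a limit of 1 RPM, 4 with the B-responsive loci left out and 3 with loci of unique sequence). In the 10L tetrasomy against the trisomy, 0 trans miRNAs were called lower against the paper's 2 (2 with all mapped reads, 3 with no filter, 2 with a limit of 1 RPM and 3 with all dosages in one fit), with 6 loci at an unadjusted p under 0.05.

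Equal counts by setting. Of the 104 counts, those equal to the paper's numbered 49 with all mapped reads, 55 without TMM, 52 with the exact test, 41 with DESeq2, 45 with no filter, 45 with a limit of 1 RPM and 43 with all dosages of a line in one fit. Settings chosen after seeing the values gave 79 (exact test without TMM), 68 (exact test without TMM or filter), 55 (quasi-likelihood test without TMM or filter) and 49 (exact test without filter). Similar plants kept separate, as they were first analysed, gave 46. The exact test without TMM, chosen after seeing the values, gave the paper's number in the differing comparisons above except for the higher calls in the 1L, 3S, 5S, 7L and 8L monosomies and the lower calls in the 2S, 6L, 7S and 9S disomies, the 6S and 7L trisomies and the 8L monosomy. Of these, the quasi-likelihood test without TMM or filter, also chosen after seeing the values, gave the paper's number for the 3S and 8L monosomies (higher) and the 7S disomy. This is a statement about numbers, not about which loci were called, and the paper's text does not name its setting. Of 59 median ratios, 28 equalled the paper's at its printed digits and none differed by 1.5-fold. Filters chosen after seeing the values, over all dosages of a line and over their group means, gave 44 and 42 equal medians. Similar plants kept separate, as first analysed, gave 31.

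Directions of single lines. In monosomies the paper reports more higher than lower trans DEMs in 1L, 3S, 5S, 7L, 8L and 9L, where the test gave 0 and 0, 1 and 1, 0 and 0, 3 and 8, 1 and 2, and 3 and 3 (4 and 3 in 7L, 1 and 0 in 8L and 7 and 3 in 9L with all mapped reads as library size), with 6 loci (1L) and 4 loci (5S) at an unadjusted p under 0.05. For 4L the paper reports more lower, where the numbers were 1 and 1. In the 8L trisomy the paper reports more lower, where none was called and 2 loci had an unadjusted p under 0.05. Among disomies, the paper reports more higher in 1S and 3S, where the numbers were 3 and 7, and 0 and 1, and more lower in 2S_deletion and 4S, where they were 0 and 0 (10 loci at an unadjusted p under 0.05), and 3 and 2. The 1S disomy had 10 higher and 1 lower with all mapped reads as library size.

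Calls of single loci with 1S. The paper's Fig. 8 marks MIR164e (Cluster_10766) as changed in the 1S trisomy and disomy, where log2 fold changes were 1.11 and 0.59 (FDR = 0.0687 and 0.334). The trisomy was called with all mapped reads, with the exact test and with no filter, and, under settings chosen after seeing the values, with the exact test without TMM, without filter and without both. The disomy was called without TMM and, under settings chosen after seeing the values, with the exact test without TMM and both tests without TMM or filter. MIR171n, Cluster_165899 and MIR390b (Fig. 9a to c) are marked in the 1S disomy, where log2 fold changes were 0.39, 0.06 and 0.31 (FDR = 0.144, 0.794 and 0.144). All 3 were called with all mapped reads and without TMM, and, chosen after seeing the values, with the exact test without TMM and both tests without TMM or filter. Cluster_165899 is marked in the 1S trisomy as well (log2 fold change 0.18, FDR = 0.561), and was called there with all mapped reads, without TMM and, chosen after seeing the values, with the exact test without TMM. In the other direction, MIR166g (Fig. 8c) and MIR167h (Fig. 9l) are not marked in the 1S disomy and were called (log2 fold change −0.59 and −0.88, FDR = 0.0104 and 0.000745). Neither was called with all mapped reads or with the exact test without TMM, with or without filter (chosen after seeing the values), and MIR167h was also not called without TMM or, chosen after seeing the values, with the quasi-likelihood test without TMM or filter.

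Calls of single loci with other lines. Cluster_273394 is marked in the 7L trisomy (log2 fold change 0.87, FDR = 0.125), and only the exact test without TMM, chosen after seeing the values, called it. Cluster_219449 is marked in the 7L monosomy (log2 fold change 0.80, FDR = 0.059), called with all mapped reads and, chosen after seeing the values, with the exact test without TMM, with or without filter. Cluster_15779 is marked in the 5S monosomy (0.49, FDR = 0.647) and Cluster_165899 in the 3S monosomy (0.37, FDR = 0.0657), each called without TMM and, chosen after seeing the values, by the quasi-likelihood test without TMM or filter. Cluster_165899 is marked in the 3S trisomy (−0.43, FDR = 0.206), called with all mapped reads, without TMM and, chosen after seeing the values, by the exact test without TMM and both tests without TMM or filter. Cluster_170541 is marked in the 3L disomy (at least 2.04-fold lower, FDR = 0.0901), called by the exact test and, chosen after seeing the values, by the exact test without TMM, without filter and without both. MIR171g is marked in the 6L disomy (−0.99, FDR = 0.0659), called with all mapped reads, DESeq2, no filter and a limit of 1 RPM and, chosen after seeing the values, by the exact test without TMM or without filter. It is not marked in the 7L monosomy and was called (−0.49, FDR = 0.0186), but not with all mapped reads, without TMM, with DESeq2, with no filter or with a limit of 1 RPM, nor under the 4 settings of the test chosen after seeing the values. MIR167h is reported by the paper as changed in 1B/0B, where its log2 fold change was −0.51 (FDR = 0.773) and no setting that was run called it.

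Effects that the paper states for single loci. MIR156h is described with an increased effect in 10L, where log2 fold changes were 0.66 (monosomy), 0.87, 0.66 and 0.82 (disomy) and no comparison was called (FDR from 0.192 to 0.935). MIR166f is described with a direct dosage effect in 5S. With TMM its log2 fold changes were −0.59 (monosomy), −0.26, 0.02 and −0.09 (disomy) and no comparison was called (FDR from 0.131 to 0.893). These are not changes relative to the bulk of the loci, as the median trans ratios after TMM scaling were 1.11, 0.797, 0.769 and 0.887. The monosomy and the tetrasomy against the diploid were called with all mapped reads (−0.62 and 0.52). The monosomy was also called without TMM (with a log2 fold change near 0, −0.05), with all dosages in one fit, with similar plants kept separate, as they were first analysed, and, chosen after seeing the values, by the quasi-likelihood test without TMM or filter (−0.05). The paper's text names Cluster_165899 as MIR166c and its Supplementary Data 2 as MIR166k.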

Other observations

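The tests of control pairs by other splits, of median ratios against control pairs, of reversed sides in single lines and of similar pairs of plants were chosen only after the results were seen.

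Other splits of the plants. The plants of each comparison were split anew into groups of the same sizes, 100 times with the real split included. As many trans DEMs as the real split gave arose in 1 of 100 for 1D/2D (79 against a median of 2 and a highest of 21 in the others), 1 for 3D/2D (29 against 1 and 14), 1 for 4D/2D (9 against 0 and 5) and 1 for h2D/h1D (115 against 1 and 23), the real split each time, and cis DEMs in the direction of dosage in 1 (23 against 0 and 5). For 4D/3D 9 of 100 gave 2 or more. Of the 35 splits of a single comparison, 2 gave as many DEMs as Dp4 3D/2D (1), 5 as many as 1B/0B (1), and all 35 as many as 1X/2X and 4X/2X (0, with 2 loci in each at an unadjusted p under 0.05), which every split reaches by construction, so that these 2 decide nothing. For 4D/3D, Dp4 and 1B/0B splits of the plants without regard to dosage are a candidate explanation, although, over trans loci of single comparisons, the real split alone reached its number in 5S 4D/3D (2 against a highest of 0 in the others) and in Dp4 3D/2D (1 against 0). In 3X/2X and 4X/3X a group has 2 plants and no split was counted. Comparisons that share a control were split independently. Taken one at a time, the real split alone gave the most calls in 11 of 11 comparisons with calls for 1D/2D and 7 of 12 for 3D/2D (Dp4 included). It did so in 2 of 3 for 4D/2D, 1 of 1 for 4D/3D, 14 of 16 for h2D/h1D and 0 of 1 for 1B/0B, and in 7 of 12 diploid and 2 of 3 haploid control pairs.

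DEMs between control groups as a baseline. Pairs of control groups of one batch, which share the dosage of every arm, also gave DEMs. The 19 diploid pairs gave 61, where splits of the same plants gave a median of 2 and a highest of 29 (1 of 100 as many), and the 3 haploid pairs 10 (0 and 6, 1 of 100 as many). Monosomies gave a mean of 5.64 trans DEMs per comparison against 3.21 in control pairs (medians 4.5 and 1; one-sided permutation test over comparisons, p = 0.137), trisomies 1.93 against 3.21 (p = 0.723) and disomies 6.76 against 3.33 (medians 7 and 4, p = 0.111). For trisomies, differences between groups of plants without varied dosage are thus a candidate explanation of the number. The permutation test treats comparisons as independent, although several share control groups. For monosomies and disomies the number cannot be told apart from such differences by this test, with 1 pair of 27 DEMs among the 19 and with 3 haploid pairs. Which loci are called in both was not tested, and the dosage of the segments stays open as a biological source in each.

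Median ratios. The median trans ratios of the lines were not shown to lie farther from 1 than those of control pairs, with a median fold of 1.13 against 1.14 in 1D/2D, 1.09 against 1.14 in 3D/2D and 1.09 against 1.05 in h2D/h1D (permutation tests over comparisons, p = 0.809, 0.589 and 0.633, with 14, 15 and 17 lines and 19, 19 and 3 pairs). These tests treat comparisons that share a control group as independent. The largest fold was 1.35 in lines against 1.42 in pairs in 1D/2D, 1.95 against 1.42 in 3D/2D and 1.59 against 1.13 in h2D/h1D. Differences between groups of plants without varied dosage are a candidate explanation of the median size. The lines with the largest fold, 3S in 3D/2D and 1L in h2D/h1D, lay beyond every control pair. The direction over lines is reported at the claims.

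Composition of the counts. The percent of trans DEMs that were higher moved by 2.485 points in 1D/2D, 0.8815 in h2D/h1D and 19.3 in 3D/2D when all mapped reads were the library size. In single lines the side with more trans DEMs reversed in 2 of 8 monosomies with such a side (7L and 8L), 2 of 11 trisomies (1S and 6L) and 5 of 15 disomies (1S, 1L, 2S, 4S and 10L). The side in these lines and the split in trisomies thus depend on the scaling, and no excess of lower DEMs is claimed. Whether a few loci taking most of the counts are the source cannot be told apart by this, since a change of scaling moves all loci of a comparison alike, and the sums in monosomies and disomies moved little while lines moved both ways. Without TMM the monosomies had 45 higher and 26 lower. In simulations where MIR166f alone was raised 2-fold, TMM and all mapped reads gave 3 and 4 false calls in 1758 tests, so a change of that locus alone did not part these scalings. Dosage stays open as a biological source of the side.

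Shared sequences. Among cis loci with a unique mature sequence the median log2 fold change in h2D/h1D was 0.7715, against 0.62 for all (0.35 for all with loci at the floor of 3 counts set at their bound). Reads shared between loci of identical mature sequence are therefore not the whole source of the cis changes in the direction of dosage. Loci counted as unique can still be close in sequence, as MIR156b holds the whole mature sequence of MIR156h and MIR156l. Reads shared between such loci stay open.

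Depth. Over the 17 disomies the number of trans DEMs showed no relation past its test to the median count of the comparison (Pearson r = 0.111, permutation p = 0.699; 0.112 without the 2 lines of extreme value). A weak influence of depth cannot be told apart from none with 17 lines.

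Plants outside the comparisons. Plant 4Dp21C6, given different dosages by its label and by Supplementary Data 1, has 73935 counts on the loci, 6.31% of 1171653 mapped reads. In 7 pairs of plants of one group the counts at the loci differed by no more than the sampling noise allows (chi-square p from 0.0547 to 0.227). In 6 of these 7 pairs the share of mapped reads on the loci differed (chi-square p of 6.31e-05 or less), which argues against 1 library deposited as 2 plants. In EB37 and EB40 it did not differ beyond sampling (4.51% and 4.48%), but the percent of reads removed as structural RNA in Supplementary Data 1 differed by 6.75 points (57.2% and 64.0%), which argues against it for this pair too. The counting of 6 of these pairs as 1 sample each is thus the cautious choice, at the cost of a replicate, and results with the plants kept separate are given beside it. No biological explanation of the similarity was tested.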
